# Expression and Function of *PML-RARA* in the Hematopoietic Progenitor Cells of *Ctsg-PML-RARA* Mice

**DOI:** 10.1371/journal.pone.0046529

**Published:** 2012-10-08

**Authors:** Lukas D. Wartman, John S. Welch, Geoffrey L. Uy, Jeffery M. Klco, Tamara Lamprecht, Nobish Varghese, Rakesh Nagarajan, Timothy J. Ley

## Abstract

Because *PML-RARA*-induced acute promyelocytic leukemia (APL) is a morphologically differentiated leukemia, many groups have speculated about whether its leukemic cell of origin is a committed myeloid precursor (e.g. a promyelocyte) versus an hematopoietic stem/progenitor cell (HSPC). We originally targeted *PML-RARA* expression with *CTSG* regulatory elements, based on the early observation that this gene was maximally expressed in cells with promyelocyte morphology. Here, we show that both *Ctsg*, and *PML-RARA* targeted to the Ctsg locus (in *Ctsg-PML-RARA* mice), are expressed in the purified KLS cells of these mice (KLS = Kit^+^Lin^−^Sca^+^, which are highly enriched for HSPCs), and this expression results in biological effects in multi-lineage competitive repopulation assays. Further, we demonstrate the transcriptional consequences of *PML-RARA* expression in *Ctsg-PML-RARA* mice in early myeloid development in other myeloid progenitor compartments [common myeloid progenitors (CMPs) and granulocyte/monocyte progenitors (GMPs)], which have a distinct gene expression signature compared to wild-type (WT) mice. Although *PML-RARA* is indeed expressed at high levels in the promyelocytes of *Ctsg-PML-RARA* mice and alters the transcriptional signature of these cells, it does not induce their self-renewal. In sum, these results demonstrate that in the *Ctsg-PML-RARA* mouse model of APL, *PML-RARA* is expressed in and affects the function of multipotent progenitor cells. Finally, since *PML/Pml* is normally expressed in the HSPCs of both humans and mice, and since some human APL samples contain TCR rearrangements and express T lineage genes, we suggest that the very early hematopoietic expression of *PML-RARA* in this mouse model may closely mimic the physiologic expression pattern of *PML-RARA* in human APL patients.

## Introduction

The fusion gene *PML-RARA* is produced by t(15;17)(q22;q21), and is found only in the hematopoietic cells of patients with acute promyelocytic leukemia (APL). When *PML-RARA* is expressed in mice using regulatory elements from the human or mouse cathepsin G gene (*CTSG/Ctsg*) or the human *S100A8 (MRP8)* promoter/enhancer, it can initiate APL; when *RARA* or *PML-RARA* are expressed in mouse bone marrow cells via retroviral transduction, both can decrease myeloid maturation and increase self-renewal [1], [2], [3], [4]. Human APL is associated with differentiation arrest at the promyelocyte stage; in mouse models of the disease, this maturation arrest is less pronounced and varies between models, for reasons that are not yet clear. However, the disease is always myeloid-restricted [5]. Because murine models of APL were designed to target *PML-RARA* expression to myeloid-restricted cells, we and others have suggested that myeloid-restricted disease might result from targeted expression of *PML-RARA* to the promyelocyte compartment [6], [7], [8], [9], [10]. However, human *PML* and murine *Pml* are expressed in early CD34^+^ hematopoietic progenitor cells, and human *PML-RARA* expression may not be limited to committed myeloid progenitors and promyelocytes [11], [12].

Several studies have suggested that in APL, the leukemic cell of origin must be a committed myeloid progenitor [10]. First, Turhan et al. did not observe *PML-RARA* expression in flow-sorted CD34^+^/CD38^−^ cells (a cell population enriched for less mature hematopoietic progenitors, including stem cells), but did detect *PML-RARA* expression in CD34^+^/CD38^+^ cells (a population enriched for more mature hematopoietic progenitors, including early myeloid committed progenitors) from two APL patients, using semi-quantitative RT-PCR [7]. Secondly, Bonnet and Dick observed engraftment of CD34^+^/CD38^−^ AML cells into NOD/SCID mice, but no engraftment of similarly sorted CD34^+^/CD38^−^ cells from APL patients, suggesting that these were not the initiating cells for this subtype of AML [13]. Many authors have suggested that mouse models of APL support this hypothesis, since expression of *PML-RARA* under the control of *Ctsg* or *MRP-8* regulatory elements has led to myeloid leukemia [8], [9], [10], [14]. However, Chapiro *et al.* recently reported expression of T-lineage transcripts and TCR rearrangements in 60% of hypogranular t(15;17) APL cases, suggesting the translocation may affect HSPCs with the capacity to differentiate into both myeloid and lymphoid lineages [14]. In addition, APL cells often do not express CD34 on the cell surface, but do often express atypical lymphoid linage markers (CD56, CD19, or CD2), again suggesting that *PML-RARA* may initiate disease (in human patients) within a multipotent progenitor compartment [15].

In this study, we use state-of-the-art flow-sorting, mRNA amplification, and expression profiling strategies to carefully define the timing of activation of *Ctsg* and *PML-RARA* during early hematopoietic development in *Ctsg-PML-RARA* mice. We found that *Ctsg* mRNA is expressed not only in the KLS (Kit^+^/Lin^−^/Sca^+^) compartment, but also in SLAM cells (CD150^+^/CD41^−^/CD48^−^ KLS), which are even more primitive. We observed striking changes in the gene expression profile of flow-sorted common myeloid progenitors (CMPs) and granulocyte/monocyte progenitors (GMPs) derived from *Ctsg-PML-RARA* mice, which suggests that *PML-RARA* has important transcriptional consequences in early myeloid progenitor cells. We extend these findings with functional validation of *PML-RARA* effects on lymphoid and erythroid lineages, which confirm that *PML-RARA* is expressed (and functional) at a very early stage in the hematopoietic development of *Ctsg-PML-RARA* mice. We observed that in flow-sorted *Ctsg-PML-RARA* promyelocytes, *PML-RARA* expression does result in significant gene expression changes but does not result in distinct gene expression signature, nor does it promote self-renewal. These results change our understanding of the cellular compartments in which *PML-RARA* initiates leukemia in the *Ctsg-PML-RARA* mouse model of APL.

## Results

### Expression of PML-RARA and the genes used to direct expression in APL mouse models

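Bone marrow populations sorted from mice that carry PML-RARA in the Ctsg gene (Ctsg-PML-RARA, mCG-PR) and from wild type (WT) mice were measured on Affymetrix mouse exon arrays. Each array holds 1 sorted sample. SLAM cells, the population richest in long-term stem cells, had 2 WT and 2 mCG-PR samples, and KLS cells, which hold stem cells and multipotent progenitors, had 4 and 5. Common myeloid progenitors (CMPs) had 3 WT and 4 mCG-PR samples, granulocyte-monocyte progenitors (GMPs) 4 and 4, and megakaryocyte-erythroid progenitors (MEPs) 4 and 4. Promyelocytes had 6 WT and 3 mCG-PR samples, and mature neutrophils (PMN) 4 and 3. Another 2 arrays hold KLS cells of Ctsg-deficient mice (Ctsg KO), and 15 hold leukemias (APL) of mCG-PR mice. The paper states that marrow came from individual mice and that 20 ng of total RNA was amplified with the NuGen WT-Ovation system. The authors' deposited values are RMA-normalized intensities of 451804 probesets, each covering about an exon, on a linear scale from 2.01 to 20140.2. Of the probesets, 259073 carry 1 gene symbol in the platform annotation, 1886 carry several and 190845 carry none; only the first kind was named, which gave 20918 symbols. Tests used log2 of the intensity, except where the paper's own test was run on linear intensities. An intensity of 200, the paper's threshold for a detected probeset, was reached by 27.2 to 27.8% of probesets in the SLAM samples and by 27.6 to 29.1% in the KLS samples. It was reached by 32.6 to 34.2% in MEPs, 28.6 to 30.4% in promyelocytes and 28.0 to 29.5% in neutrophils. The WT CMP samples reached it for 33.3 to 33.7% and the WT GMP samples for 33.0 to 34.0%. Among the mCG-PR samples, CMP replicate 5114 (29.9%) and GMP replicate 5216 (29.4%) had fewer such probesets than the other CMP and GMP samples, of which the lowest had 32.2%. Pairs of replicate arrays were compared by the correlation of log2 intensity across detected probesets, which are not independent of each other. It was 0.382 for the WT SLAM pair, 0.374 for the mCG-PR SLAM pair and 0.134 for the Ctsg KO pair. In the other sorted groups it ran from 0.598 to 0.968, and no 2 arrays held identical values. Array numbers form several runs. CMP, GMP and MEP samples of both genotypes lie in 1 run that holds no other samples. Differences between these and the other populations therefore cannot be told apart from the run. The mCG-PR promyelocytes and neutrophils lie in a run of their own, and the WT promyelocytes and neutrophils span several. The first 2 WT KLS replicates lie in another run than the rest of the KLS samples. The sample labels give an age of 7 weeks for the WT CMPs, GMPs and MEPs and 9 weeks for their mCG-PR counterparts, and 6 weeks for all promyelocytes, for which the paper gives 8 weeks. Arrays have no depth of reading; their number limits the precision.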

We analyzed the expression profiles of flow-sorted SLAM cells (cKit^+^Lin^−^Sca^+^CD150^+^CD41^−^CD48^−^), KLS cells (cKit^+^Lin^−^Sca^+^), CMPs (Lin^−^Sca-1^−^cKit^+^CD34^+^FcγRII/III^lo^), GMPs (Lin^−^Sca-1^−^cKit^+^CD34^+^FcγRII/III^hi^), megakaryocyte-erythrocyte progenitors (MEPs; Lin^−^Sca-1^−^cKit^+^CD34^−^FcγRII/III^lo^), “promyelocytes"/early myeloid cells (Ly6g^int^SCC^int^B220^−^CD115^−^Ter119^−^), and neutrophils (Ly6g^+^SCC^high^B220^−^CD115^−^Ter119^−^) from 2–6 individual *Ctsg-PML-RARA* or WT mice (Figure S1).

In our mouse model of APL, *PML-RARA* is inserted into the 5′ untranslated region of *Ctsg*, and the *Ctsg* locus therefore regulates its expression [2]. To begin to define when *PML-RARA* expression is activated in this model during hematopoietic development, we first examined the expression of the *Ctsg* gene in all the compartments listed above, using young WT and *Ctsg-PML-RARA* mice (Figure 1). 

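Ctsg encodes cathepsin G, a serine protease of the primary (azurophil) granules, and its locus drives PML-RARA in these mice. In SLAM cells the intensity of Ctsg (probeset 5542324) was 105 ± 82.0 (SD, n = 2) in WT and 46.1 ± 13.4 (SD, n = 2) in mCG-PR mice, and all 4 samples were below 200. WT SLAM replicate 2 read 163 and WT SLAM replicate 1 read 47.0. Ltf, a secondary granule gene, read 3127 in WT SLAM replicate 2 against 899 in WT SLAM replicate 1. Another Ctsg probeset, 4470338, read 366 ± 128 (SD, n = 2) in WT and 376 ± 135 (SD, n = 2) in mCG-PR SLAM cells, and read 341 ± 112 (SD, n = 2) in the Ctsg KO arrays.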

*Ctsg* expression is not consistently detected in the SLAM compartment by exon array. However, KLS cells express detectable amounts of *Ctsg* mRNA by exon array, and this expression is absent in KLS cells derived from *Ctsg* deficient mice (proving the specificity of the probesets for *Ctsg* transcripts). 

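KLS cells of WT mice had a Ctsg intensity of 1255 ± 591 (SD, n = 4) and KLS cells of mCG-PR mice 1546 ± 977 (SD, n = 5), with single samples between 528 and 2939. The 2 Ctsg KO arrays read 47.7 and 45.3, so all 9 KLS samples with an intact or targeted Ctsg locus lay above both. Over both genotypes, Ctsg was higher in KLS than in SLAM cells by 4.29 (SE 0.40, adjusted p = 1.05e-10) on the log2 scale, by limma on all sorted WT and mCG-PR samples. All SLAM samples were below 200, so the size of this difference rests on values under that threshold. It also depends on the probeset. From WT SLAM to WT KLS cells the means were 219 and 251 (4605174), 225 and 271 (4873545), 366 and 588 (4470338) and 66.1 and 134 (5123206). They were 31.8 and 491 (4783294), 124 and 1042 (5176951), 190 and 1015 (5523937) and 15.4 and 11.4 (4856427). The Ctsg KO arrays read 285 at 4605174 and 251 at 4873545, near the WT KLS means. The Ctsg KO arrays differed from the other KLS arrays in further genes. Ltf read 9742 ± 1299 there against 325 ± 61.5 in WT KLS cells. Ly6a, which encodes the sorted surface antigen Sca-1, read 184 ± 6.14 in the Ctsg KO arrays against 1621 ± 234 in WT KLS cells.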

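The Ctsg intensity was 8439.6 ± 1218 (SD, n = 3) in WT CMPs and 7146 ± 1055 (SD, n = 4) in mCG-PR CMPs. Across both genotypes this was higher than in KLS cells by 2.65 (SE 0.34, adjusted p = 1.07e-08) on the log2 scale (limma). GMPs read 8359 ± 1405 (SD, n = 4) in WT and 8966 ± 283 (SD, n = 4) in mCG-PR mice, and promyelocytes 7016 ± 519 (SD, n = 6) and 7446 ± 141 (SD, n = 3). The step from GMPs to promyelocytes was -0.25 (SE 0.33, adjusted p = 0.555) and did not pass the test. Neutrophils read 4159 ± 1518 (SD, n = 4) in WT and 2226 ± 179 (SD, n = 3) in mCG-PR mice, a step from promyelocytes of -1.28 (SE 0.34, adjusted p = 0.00353). The 15 leukemias read 9376 ± 1065 (SD). They lie in 1 array run with WT promyelocyte replicates 1 to 3 and WT neutrophil replicates 1 and 2. All these values are of probeset 5542324. By other probesets WT promyelocytes read below WT GMPs: 912 against 5164 (4605174), 1334 against 5783 (5123206), 1659 against 4380 (4873545) and 3202 against 7581 (4470338). Probesets 4856427 (32.8 against 245), 5176951 (5696 against 6800) and 5523937 (4683 against 6785) read lower too, while 4783294 read 3787 against 3397. These differences were not tested.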

*Ctsg* expression increases massively in the CMP compartment; the high level of expression persists in the GMP compartment and in promyelocytes, and declines in neutrophils. *Ctsg* is minimally expressed in the MEP compartment.

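MEPs of WT mice had a Ctsg intensity of 53.7 ± 25.1 (SD, n = 4), and all 4 samples were below 200. The step from GMPs to MEPs over both genotypes was -6.43 (SE 0.33, adjusted p = 1.15e-19) on the log2 scale, by limma. The size of this step rests in part on values under 200. mCG-PR MEPs read 304 ± 259.7 (SD, n = 4). Of these, replicates 5313 and 5314 read 50.4 and 111, and replicates 5315 and 5316 read 551 and 504. The same replicates 5315 and 5316 read 3498 and 3381 for Mpo, the myeloperoxidase of primary granules, while the other 6 MEP samples read 209 to 424.

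**Figure D1:**
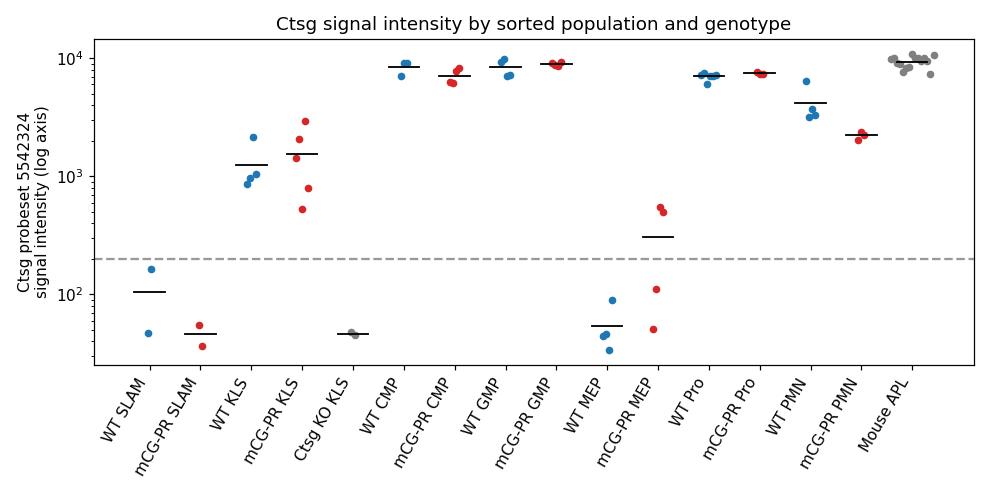
Intensity of Ctsg probeset 5542324 (log axis) in each sorted sample and leukemia; each point is 1 array and each bar the mean of a group, with WT in blue, mCG-PR in red, and Ctsg KO and leukemias in grey. The dashed line marks 200; the 4 SLAM, 2 Ctsg KO and 4 WT MEP arrays and mCG-PR MEP replicates 5313 and 5314 lie below it, and the CMP, GMP and promyelocyte arrays lie at 6028 or above.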

**Figure 1:**
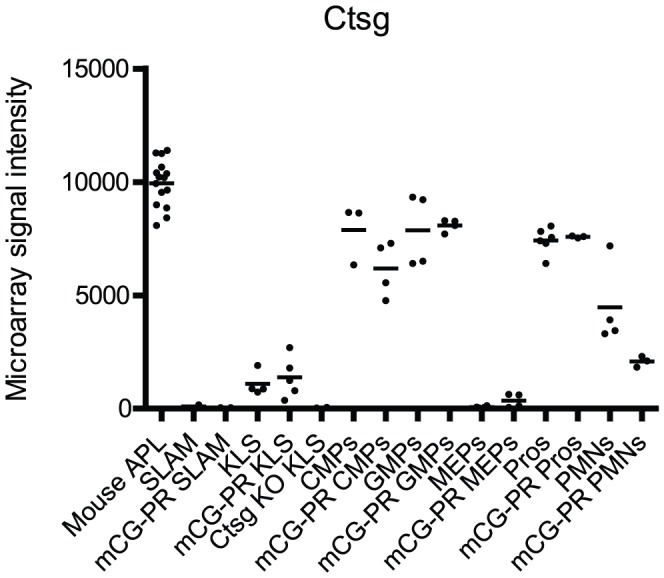
Expression of *Ctsg* in flow-sorted bone marrow cells and mouse leukemia samples. Expression profile in indicated WT and *Ctsg-PML-RARA* (labeled mCG-PR) flow-sorted bone marrow cells and 15 *Ctsg-PML-RARA* leukemia samples (labeled Mouse APL) using Nugen amplified mRNA and Affymetrix Mouse Exon 1.0ST arrays. We plotted *Ctsg* expression for probeset 5542324. Note the absence of *Ctsg* mRNA in *Ctsg* deficient cells (labeled Ctsg KO). There were no statistically significant differences in *Ctsg* expression between the same cell populations, when comparing WT and *Ctsg-PML-RARA* samples (using two-tailed t test, p-value cutoff 0.05). Comparing the levels of Ctsg expression between the *Ctsg-PML-RARA* samples using a two-tailed t test, the p-value for SLAM vs. KLS = 0.11, KLS vs. CMPs = 0.00026, CMPs vs. GMPs = 0.022, GMPs vs. MEPs 2.4×10^−8^, MEPs vs. Pros 2.6×10^−7^, GMPs vs. Pros = 0.027, Pros vs. PMNs = 2.4×10^−6^.

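Within each population, Ctsg was compared between WT and mCG-PR samples by an exact two-sided permutation test of log2 intensity. The difference, mCG-PR minus WT, was -0.96 in SLAM cells (exact p = 0.667), 0.14 in KLS cells (exact p = 0.802), -0.24 in CMPs (exact p = 0.2), 0.12 in GMPs (exact p = 0.429) and 0.09 in promyelocytes (exact p = 0.238). In MEPs it was 1.99 (exact p = 0.0571), carried by the 2 mCG-PR samples above 500. In neutrophils it was -0.84 (exact p = 0.0286, the smallest p that 4 samples against 3 allow), and every mCG-PR sample was lower than every WT sample. Adjusted over the 7 populations, the p-value was 0.2 for neutrophils and for MEPs, and none of the 7 comparisons passed 0.05 by this test; at an unadjusted p under 0.05 there was 1. In SLAM cells 2 samples against 2 cannot give a p under 0.333.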

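Between mCG-PR populations, an exact two-sided permutation test gave a Ctsg difference of 4.84 on the log2 scale from SLAM to KLS cells (exact p = 0.0476, the smallest p these samples allow, adjusted p = 0.0556 over 7 steps). Ctsg rose by 2.46 from KLS cells to CMPs (exact p = 0.0159) and by 0.34 from CMPs to GMPs (exact p = 0.0286). It fell by 5.50 from GMPs to MEPs and rose by 5.23 from MEPs to promyelocytes, and the difference from GMPs to promyelocytes was -0.27 (exact p = 0.0286 for each). The adjusted p of these 5 steps was 0.04. The sample numbers of CMPs, GMPs and MEPs share their last digits and can mark the same mice. The test took all samples as independent, so its p for the steps from CMPs to GMPs and from GMPs to MEPs does not account for shared mice. From promyelocytes to neutrophils the difference was -1.75 (exact p = 0.1, the smallest p that 3 samples against 3 allow). Both SLAM samples and some MEP samples were below 200, so the sizes of steps to or from these populations rest in part on values under that threshold. The tests stand near the limit of these sample sizes. Without any 1 of the 3 mCG-PR promyelocyte or the 4 mCG-PR GMP replicates, 0 of the 7 steps passed after adjustment, and without any 1 of the 4 mCG-PR MEP replicates 4 did. With limma over all samples, which pools the spread, the steps from SLAM to KLS cells (adjusted p = 2.24e-08) and from promyelocytes to neutrophils (adjusted p = 0.0178) passed, and those from CMPs to GMPs (adjusted p = 0.877) and from GMPs to promyelocytes (adjusted p = 0.745) did not.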

Using very sensitive quantitative RT-PCR to further investigate the timing of *Ctsg* activation, we found that *Ctsg mRNA* could be detected not only in the KLS compartment but also in SLAM cells (Figure S2A). However, we could not reliably detect *PML-RARA* expression in SLAM cells, demonstrating that *PML-RARA* expression is at or below the level of detection by RT-PCR (Figure S2B and S2C). We have previously shown that the expression of the *PML-RARA* transgene driven from the *Ctsg* locus is much lower than that of endogenous *Ctsg* from a WT locus, so this result is consistent with those findings [1], [2]. As expected, *PML-RARA* mRNA was not detected in bone marrow cells from WT littermate controls [8].

We noted that *Ly6g* (*Gr-1*) expression was limited to promyelocytes and neutrophils, and that *Kit* and *Flt3* expression declined during myeloid maturation, as expected (Supplemental Figures S3A, S3B, and S3C). 

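Ly6g, which encodes a surface antigen of granulocytes, stayed under 200 in CMPs (68.4 ± 75.6 in WT and 43.9 ± 32.4 in mCG-PR samples), GMPs (22.6 ± 16.4 and 19.1 ± 3.70) and MEPs (34.2 ± 30.9 and 14.3 ± 9.99). It read 359 ± 311 in WT and 180.3 ± 103 in mCG-PR promyelocytes, and 3909.6 ± 999 and 3671 ± 47.3 in neutrophils. Over both genotypes Ly6g rose by 3.42 (SE 0.51, adjusted p = 5.27e-07) on the log2 scale from GMPs to promyelocytes and by 4.22 (SE 0.53, adjusted p = 3.94e-08) from promyelocytes to neutrophils (limma). The size of the first step rests on GMP values under 200, and the mCG-PR promyelocytes also averaged below that threshold. Kit, the receptor for stem cell factor by which the progenitors were sorted, read 4261 ± 464 in WT and 3434 ± 414 in mCG-PR KLS cells and 598 ± 196 and 542 ± 189 in neutrophils. Its step was -0.66 (SE 0.17, adjusted p = 0.00187) from GMPs to promyelocytes and -1.85 (SE 0.18, adjusted p = 1.23e-10) from promyelocytes to neutrophils. Flt3, a receptor tyrosine kinase of multipotent and lymphoid progenitors, was highest in KLS cells (4406 ± 414 in WT and 5851 ± 1142 in mCG-PR samples). It fell from KLS cells to CMPs, a step of -3.25 (SE 0.30, adjusted p = 4.54e-12), and rose from GMPs to promyelocytes by 2.06 (SE 0.30, adjusted p = 2.62e-07). Promyelocytes read 2102 ± 890.0 in WT and 919 ± 462 in mCG-PR mice for Flt3, and neutrophils 309 ± 29.5 and 238 ± 19.3.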

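Cd34, a surface antigen of progenitors on which CMPs and GMPs were sorted, read 7579 ± 1609 (SD, n = 3) in WT and 9064 ± 1097 (SD, n = 4) in mCG-PR CMPs, and 7697 ± 474 (SD, n = 4) and 8047 ± 1308 (SD, n = 4) in GMPs. Promyelocytes read 472 ± 197 (SD, n = 6) in WT and 768 ± 86.5 (SD, n = 3) in mCG-PR mice. Cd34 fell from GMPs to promyelocytes, a step of -3.76 (SE 0.31, adjusted p = 4.59e-13) on the log2 scale by limma, and neutrophils read 156 ± 64.9 and 188 ± 127. The difference between mCG-PR and WT promyelocytes was 0.80 (SE 0.44, adjusted p = 0.351) and did not pass the test.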

Promyelocytes had relatively low but detectable expression of *Cd34* with an average expression intensity of 785.912±72.575 in *Ctsg-PML-RARA* promyelocytes (n = 3) and 467.255±189.475 in WT promyelocytes (n = 6) with much higher *Cd34* expression in the earlier myeloid compartments, CMPs and GMPs, as expected (Figure S3D). Importantly, we detected no expression of *Ly6g* in SLAM and KLS cells, demonstrating efficient negative selection of differentiated myeloid cells within these populations: all probes had signal intensity <100, whereas signal intensity <200 represents experimental ‘noise’ on this platform (Figure S3A).

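Across the 13 SLAM and KLS samples of WT and mCG-PR mice, Ly6g probeset 4544724 ranged from 4.79 to 143 and probeset 4357247 from 4.71 to 39.8. WT SLAM replicate 2 was the sample at 143. It also read 11366 for S100a8 and 6299 for Lyz2, which encode proteins of myeloid cells, where WT SLAM replicate 1 read 4845 and 1571. The Ctsg KO arrays, labelled as KLS cells, had a Ly6g intensity of 1456 ± 827 (SD, n = 2). Of 37 measured genes on lists of secondary granule and mature neutrophil genes, 35 were higher in both Ctsg KO arrays than in any WT or mCG-PR KLS array. Of all genes 21.8% were.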

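The primary granule genes Mpo and Ela2 rose from KLS cells to CMPs, and Ela2 and Prtn3 fell from GMPs to promyelocytes. Mpo, myeloperoxidase, read 14762 ± 69.9 in WT CMPs, 15071 ± 331 in WT GMPs, 10324 ± 2049.6 in WT promyelocytes and 7786 ± 2596 in WT neutrophils. Its rise from KLS cells to CMPs was 2.15 (SE 0.30, adjusted p = 9.16e-08) on the log2 scale over both genotypes (limma), and its step of -0.37 (SE 0.30, adjusted p = 0.315) from GMPs to promyelocytes did not pass the test. Ela2, neutrophil elastase, rose from KLS cells to CMPs by 5.08 (SE 0.39, adjusted p = 1.72e-14) and fell from GMPs to promyelocytes, a step of -2.59 (SE 0.38, adjusted p = 4.06e-07). Prtn3, proteinase 3, read 11220.5 ± 1186 in WT CMPs and 3799 ± 1434 in WT promyelocytes, a step from GMPs of -1.59 (SE 0.26, adjusted p = 1.90e-06). In mCG-PR CMPs, Ela2 read 5571 ± 4460.0 (SD, n = 4) with single samples from 696 to 9728, against 11510.3 ± 3485 (SD, n = 3) in WT CMPs. Ltf, the lactoferrin of secondary granules, rose from GMPs to promyelocytes by 4.73 (SE 0.24, adjusted p = 1.65e-19) and read 6336 ± 2469 in WT promyelocytes and 8903 ± 975 in WT neutrophils. The further step of 0.60 (SE 0.25, adjusted p = 0.0617) did not pass the test. Mmp9, a gelatinase of tertiary granules, rose by 2.59 (SE 0.33, adjusted p = 1.65e-08) to promyelocytes and by 3.71 (SE 0.34, adjusted p = 2.41e-11) to neutrophils, where it read 7456 ± 1401 in WT samples.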

We confirmed the purification of the sorted compartments by plotting the expression of myeloid genes that are known to be developmentally-regulated: myeloperoxidase (*Mpo*), elastase (*Ela2*), and proteinase3 (*Prtn3*) are expressed early in myeloid development in primary granules; lactoferrin (*Ltf*) is expressed later in secondary granules; and matrix metallopeptidase 9 (*Mmp9*) found in tertiary granules is a marker of mature neutrophils (Figure S4A–E). [9], [16], [17]. In addition, we show that the mature myeloid markers formyl peptide receptor 1 (*Fpr1*) and lysozyme-2 (*Lyz2*) are appropriately expressed in our sorted cell populations (Figure S4F and S4G) [18]. 

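Fpr1, a chemotactic receptor of mature neutrophils, read 317 ± 182 in WT promyelocytes and 4427 ± 603 in WT neutrophils, with 252 ± 40.1 and 6279 ± 272 in the mCG-PR samples. It rose from GMPs to promyelocytes by 1.66 (SE 0.20, adjusted p = 5.49e-09) and from promyelocytes to neutrophils by 4.30 (SE 0.21, adjusted p = 7.20e-19) on the log2 scale, by limma. Lyz2, lysozyme, was measured in WT MEPs at 433 ± 151, in WT promyelocytes at 4993 ± 903 and in WT neutrophils at 6358 ± 461. Its step from GMPs to MEPs was -2.67 (SE 0.20, adjusted p = 1.27e-14) and from GMPs to promyelocytes 0.83 (SE 0.20, adjusted p = 6.44e-04). The last step, from promyelocytes to neutrophils, was 0.51 (SE 0.21, adjusted p = 0.0575).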

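Ly6a read 2432 ± 799 in WT SLAM cells and 1153 ± 257 in mCG-PR KLS cells, both sorted as positive for its protein, and 122 ± 8.83 in WT CMPs, sorted as negative. It fell from KLS cells to CMPs, a step of -4.56 (SE 0.39, adjusted p = 4.57e-13) on the log2 scale (limma over all sorted samples), and rose from GMPs to promyelocytes by 1.95 (SE 0.38, adjusted p = 5.37e-05). WT promyelocytes read 456 ± 187. The WT CMPs were below 200, so the size of the fall from KLS cells rests on values under that threshold. For 17 genes of the expression figures, 9 steps between populations were tested, and 97 of the 153 steps passed an adjusted p of 0.05. Leaving out any 1 sample gave 96 to 101. Steps between the CMP, GMP or MEP samples and the other populations cannot be told apart from the array run. Where a population read below 200, the size of its step rests on values under that threshold.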

The expression data from 11 developmentally-regulated myeloid genes was used to construct a supervised heatmap (by z-score) which clearly illustrates the expected levels of gene expression at the appropriate stage of myeloid development for our sorted cell populations (Figure 2).

**Figure 2:**
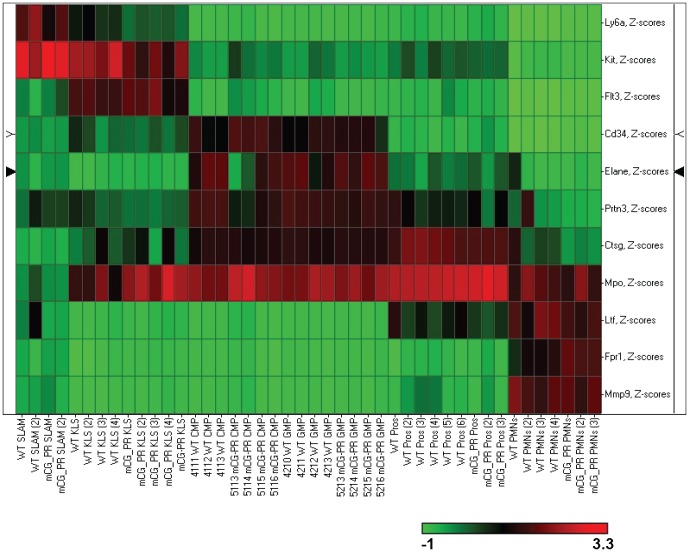
A supervised heatmap of 11 developmentally-regulated myeloid genes. Using the expression data from the Affymetirix Mouse Exon 1.0ST arrays, we created a supervised heatmap with SPOTFIRE using z-score averaging of the probeset with the highest average expression for each of 11 developmentally-regulated myeloid genes across all of our flow-sorted bone marrow cell samples. The legend is shown below the heatmap with downregulated genes in green and upregulated genes in red.

Regulatory elements from other “myeloid-restricted" genes have also been used to generate mouse models of APL. One transgenic strategy (using the *S100A8* (MRP8) 5′ flanking region) resulted in myeloid leukemia, while two others (using *Fes* and *Itgam* (CD11b) promoters) did not [3], [19], [20]. 

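Fes encodes a cytoplasmic tyrosine kinase of myeloid cells. It read 231 ± 69.1 (SD, n = 4) in WT and 279.7 ± 25.1 (SD, n = 5) in mCG-PR KLS cells, and 839.9 ± 99.4 in WT CMPs, a step of 1.43 (SE 0.26, adjusted p = 1.43e-05) on the log2 scale. From GMPs to promyelocytes the step was -0.79 (SE 0.26, adjusted p = 0.0110), and from promyelocytes to neutrophils Fes rose by 1.28 (SE 0.27, adjusted p = 2.56e-04), to 1415 ± 799 in WT and 940.3 ± 119 in mCG-PR neutrophils. Itgam encodes the integrin CD11b of mature myeloid cells. It read 231 ± 127 in WT and 242 ± 92.2 in mCG-PR KLS cells and 175 ± 99.3 in WT CMPs. Itgam rose from GMPs to promyelocytes by 2.32 (SE 0.40, adjusted p = 6.61e-06) and to neutrophils by 2.05 (SE 0.42, adjusted p = 1.47e-04), with 3213 ± 121 in WT neutrophils (limma). In SLAM cells Itgam read 347 in WT and 21.8 in mCG-PR samples, a log2 difference of -4.12 (SE 0.80, adjusted p = 5.57e-04) in the fit over all sorted groups, which takes its spread from the other populations. Within SLAM cells alone limma called no probeset, and the gene value of Itgam differed by -0.31 (SE 0.65, adjusted p = 0.958). WT SLAM replicate 2 also held the highest SLAM intensities of Ltf and S100a8. The probesets of different genes differ in brightness, so these levels were compared between populations within each gene.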

Using data from the same expression arrays, we found that *Fes* and *Itgam* are both expressed at much lower levels in KLS cells than *Ctsg*, with expression peaking in neutrophils, rather than promyelocytes (Figure 3A and 3B). In contrast, *S100A8* is highly expressed in human AML cells and in flow-sorted CD34^+^ cells, with massive up-regulation at the promyelocyte stage (Figure 3C). 

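S100a8 encodes calgranulin A, an abundant protein of neutrophils and monocytes. By its brightest singly named probeset it read 6086 ± 842 (SD, n = 4) in WT KLS cells, 4981 ± 97.0 in WT CMPs, 4094 ± 402 in WT GMPs, 2003 ± 456 in WT MEPs, 8169 ± 954 in WT promyelocytes and 10453 ± 1527 in WT neutrophils. Over both genotypes the step from KLS cells to CMPs was 0.53 (SE 0.18, adjusted p = 0.0118) on the log2 scale and that from GMPs to promyelocytes 0.63 (SE 0.18, adjusted p = 0.00299), by limma. The first of these steps averages genotypes whose means went opposite ways, lower in CMPs than in KLS cells in WT mice and higher in mCG-PR mice, whose CMPs read 5788 ± 301. From promyelocytes to neutrophils the step was 0.35 (SE 0.18, adjusted p = 0.160) and did not pass the test. In mCG-PR KLS cells S100a8 read 2374 ± 777 (SD, n = 5), a log2 difference from WT KLS cells of -1.40 (SE 0.24, adjusted p = 0.0278) in the fit over all sorted groups. Within KLS cells alone limma did not call S100a8, with a gene value difference of -1.23 (SE 0.24, adjusted p = 0.118). In mCG-PR SLAM cells it read 2513 ± 1518 (SD, n = 2) against 8105 ± 4611 (SD, n = 2) in WT. The log2 difference was -1.71 (SE 0.35, adjusted p = 0.00114) in the fit over all sorted groups and -2.11 (SE 1.12, adjusted p = 0.897) for the gene value within SLAM cells. The first of these fits called 15087 SLAM probesets and the second called 0.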

High expression of *S100a8* was also seen in murine hematopoietic cells, although dynamic regulation during promyelocyte maturation was absent (Figure 3D). The expression pattern of these loci contrasts with that of human *PML* and murine *Pml*, which are expressed at much lower levels, and which exhibit little or no dynamic regulation during myeloid maturation (Figure 3E and 3F).

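Murine Pml, whose human counterpart is fused to RARA in APL, had an intensity between 416 and 1332 in the WT populations, the means of neutrophils and MEPs. WT KLS cells read 426 ± 44.7, WT CMPs 596 ± 43.5, WT GMPs 799 ± 124 and WT promyelocytes 477 ± 82.1. By limma over both genotypes, Pml fell from SLAM to KLS cells (-0.88 (SE 0.16, adjusted p = 9.20e-05) on the log2 scale), rose from KLS cells to CMPs by 0.51 (SE 0.14, adjusted p = 0.00181) and fell from GMPs to promyelocytes (-0.62 (SE 0.14, adjusted p = 2.55e-04)). From promyelocytes to neutrophils the difference was -0.07 (SE 0.14, adjusted p = 0.781). By the median of 26 Pml probesets, WT samples read 114 in KLS cells, 231 in CMPs, 272 in GMPs, 537 in MEPs and 124 in promyelocytes. Of these, the KLS cells and promyelocytes lie below 200. In the fit of the legend's single probeset the steps given above, which leave out MEPs, were under 1 on the log2 scale. Itgam and Mmp9 moved by over 2 from GMPs to promyelocytes in the same fit. No pair of WT and mCG-PR groups differed in Pml by this fit.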

**Figure 3:**
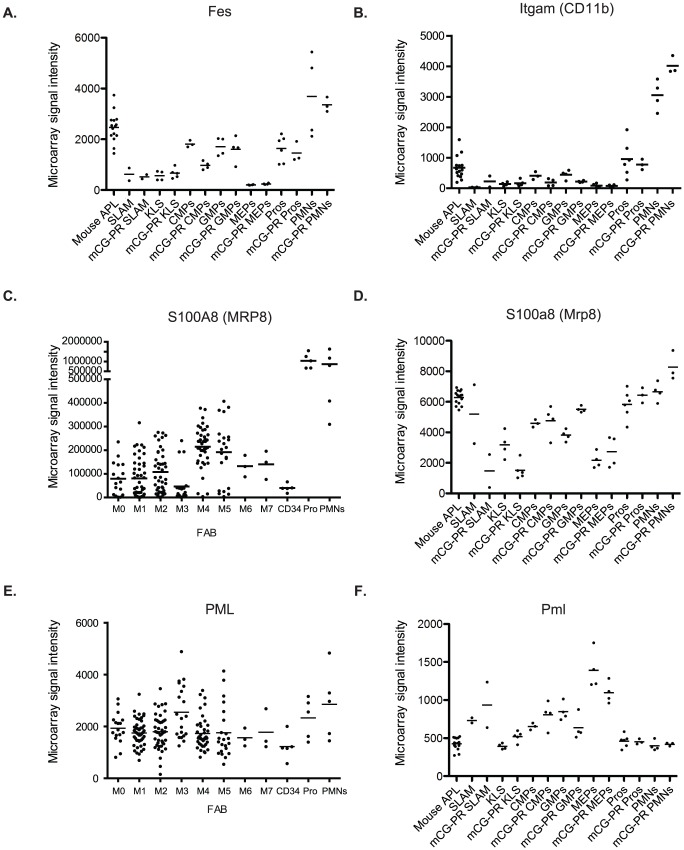
Expression of genes used to target *PML-RARA* expression in mice. Expression data for the indicated genes in flow-sorted bone marrow cells using murine Affymetrix Exon 1.0ST arrays or Human Genome U133 Plus 2.0 arrays. Each panel is a highly representative probe on the array. A. *cFes* (probeset 4758608). B. *Itgam* (CD11b, probeset 4782002). C. *S100A8* (*MRP8*, probeset 202917). D. *S100a8* (*Mrp8*, probeset 5010279). E. *PML* (probeset 235508). F. *Pml* (probeset 4885841). We have previously published the expression profile of *PML* in AML and human hematopoietic cells [11]. Panel E includes an additional 86 AML cases of AML and data from a second representative probe.

### Effects of Ctsg-PML-RARA in multiple hematopoietic compartments

To determine whether *PML-RARA* expression from the *Ctsg* locus results in biological effects on multipotent hematopoietic cells, we used four independent approaches. First, we used transcriptional profiling using exon arrays of SLAM, KLS, MEP, CMP, GMP, promyelocyte and mature neutrophil populations from *Ctsg-PML-RARA* and WT mice. 

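WT and mCG-PR samples were compared within each population. Probesets with 1 gene symbol and an intensity of at least 200 in at least 1 sample of the comparison were tested, between 100965 in KLS cells and 123184 in GMPs. The test was limma on log2 intensity, with each population fitted alone, a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The paper's threshold, an unadjusted p under 0.001 from one-way analysis of variance with a change of at least 2-fold, was run beside it on the linear intensities of the same probesets, with the ratio of means as the fold, and is called the methods' test. The 2 tests thus differ in scale as well as in threshold, and the paper's text does not name the scale of its analysis of variance. Gene values are the median of a gene's tested probesets. For a gene that limma called, or one of Table S7 named alone, that was below 200 in every sample of one group, the change is also given as at least N-fold, from the other group's mean log2 intensity against that of 200; where this bound is under 1 no change is given. Members of gene lists are given as log2 differences only. On values simulated from these samples with 200 changed probesets each, limma recovered 80% of 3-fold changes in KLS cells, 68% in MEPs, 50% in promyelocytes, 32% in GMPs and 20% in CMPs and neutrophils. Of 16-fold changes it recovered 80% in CMPs and 84% in GMPs. In SLAM cells, with 2 samples against 2, it recovered 0% at any size up to 16-fold. Gene lists, 24 in number, cover myeloid and other marrow cell types and processes. They were written before the data were examined, but after the paper's figures and Tables S1 to S13, drawn from these arrays, had been seen. Table S7 itself is among the lists, and other lists hold genes of Table S7. A list was compared with all other genes by camera at a preset correlation of 0.01. Over 7 populations there were 168 list tests, and 56 shifts passed an adjusted p of 0.05. With the correlation estimated from these samples, camera called 0 of the 168 shifts (lowest adjusted p = 0.511) and fry called 1.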

We performed unsupervised hierarchical clustering analyses to assess the global effects of *PML-RARA* expression on gene expression in KLS and SLAM cells. We observed that KLS (but not SLAM) samples segregated by genotype in an unsupervised clustering analysis, suggesting that expression of *PML-RARA* within the KLS compartment significantly alters the expression of a specific set of genes (Figure S5A). 

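By hierarchical clustering of 100965 detected probesets, the first split of the KLS samples placed 3 mCG-PR samples in one cluster and the 4 WT with 2 mCG-PR samples in the other. The samples of one genotype were closer to each other than to the other genotype, by a mean difference in correlation distance of 0.108 (exact one-sided permutation test, p = 0.0317 over 126 arrangements). This call was lost without WT KLS replicate 1 (exact p = 0.107), replicate 2 (0.125) or replicate 4 (0.0714), and without any of 4 mCG-PR samples, the 13-week replicates 1 and 2 and the 6-week replicates 1 and 2 (0.0571 each). Without the 6-week mCG-PR replicate 3 the first split placed the 4 WT apart from the 4 mCG-PR samples (exact p = 0.0286). WT KLS replicates 1 and 2 lie in an array run of their own. In SLAM cells the first split separated the 2 WT from the 2 mCG-PR samples, with a distance difference of 0.0413. The exact p was 0.333, the smallest that 6 arrangements allow. The SLAM groups also differed in sex-linked transcripts: Xist, expressed from the inactive X chromosome, read 76.6 ± 21.7 in WT and 5495 ± 205 in mCG-PR samples, and the Y-linked Eif2s3y read 439.6 ± 153 and 12.6 ± 0.316. When SLAM and KLS samples were clustered together, which was added after the data were seen, 1 WT SLAM sample parted from the other 3 SLAM samples.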

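In promyelocytes Slc4a1, the anion exchanger of the red cell membrane, fell by 1.45 on the log2 scale in the mCG-PR samples (SE 0.17, adjusted p = 0.00877 from limma on gene values, at least 1.64-fold). Alas2, the first enzyme of erythroid heme synthesis, fell by 1.68 (adjusted p = 0.0267, at least 1.89-fold). The chaperone genes Hsph1 (1.31 (SE 0.20, adjusted p = 0.0267)) and Hsp90aa1 (1.04 (SE 0.15, adjusted p = 0.0221)) rose. Slc4a1 lost its call without mCG-PR replicates 1 (adjusted p = 0.0746) and 2 (0.0576), and Alas2 without mCG-PR replicates 1 to 3 (0.206, 0.158 and 0.0554) and WT replicates 2 (0.0791) and 3 (0.0571). Hsph1 lost it without mCG-PR replicates 1 (0.211) and 3 (0.220) and WT replicates 2 (0.0701), 3 (0.0649) and 5 (0.0774), and Hsp90aa1 without mCG-PR replicates 1 to 3 (0.142, 0.0617 and 0.0554) and WT replicates 2 (0.0550), 3 (0.0554) and 5 (0.0663). Hierarchical clustering first split 4 WT samples from the 3 mCG-PR with the 2 other WT samples. The distance difference between and within genotypes was 0.213 (exact one-sided permutation test, p = 0.0357 over 84 arrangements). Without WT promyelocyte replicate 1 or 3 the exact p was 0.0536, without mCG-PR replicate 2 it was 0.107, and without mCG-PR replicate 1 or 3 it was 0.143. All 3 mCG-PR promyelocyte samples lie in an array run that holds no WT promyelocytes, and the 6 WT samples span 3 other runs.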

Although many genes were significantly dysregulated in the comparison between WT and *Ctsg-PML-RARA* promyelocytes, this cell population did not cluster by genotype in an unsupervised analysis (Figure S5B).

To assess the downstream consequences of *PML-RARA* expression in early myeloid progenitors, we purified CMPs and GMPs for expression analysis. These populations segregated by *Ctsg-PML-RARA* genotype in unsupervised hierarchical clustering, whereas MEPs did not cluster by genotype (Figure S6). 

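In GMPs the first split of the clustering placed 3 mCG-PR samples apart from the 4 WT and 1 mCG-PR sample. The distance difference between and within genotypes was 0.139 (exact one-sided permutation test, p = 0.0286, the smallest p that 70 arrangements allow). It was 0.0857 without any 1 of the 4 WT GMP replicates and 0.0286 without any 1 of the mCG-PR GMP replicates. Without mCG-PR GMP replicate 5214 the genotypes were fully separated. In CMPs 2 mCG-PR samples split from the 3 WT and 2 mCG-PR samples, with a distance difference of 0.120 (exact p = 0.0857 over 35 arrangements). MEPs split into 1 WT with 1 mCG-PR sample and 3 with 3, and the difference was 0.0736 (exact p = 0.0857). Without WT MEP replicate 4310 the MEP clusters followed genotype (exact p = 0.0286). The single arrays that differ most in signal, mCG-PR CMP replicate 5114 and mCG-PR GMP replicate 5216, are the samples with the lowest share of detected probesets.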

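GMPs held the most genes called by limma between WT and mCG-PR mice, followed by promyelocytes, CMPs and KLS cells. In GMPs 122 probesets of 49 genes passed, 31 genes higher and 18 lower in mCG-PR samples. In promyelocytes 20 probesets of 19 genes passed (16 higher, 3 lower), in CMPs 28 probesets of 12 genes (11 higher, 1 lower) and in KLS cells 5 probesets of 4 genes (3 higher, 1 lower). In SLAM cells, MEPs and neutrophils limma called 0 probesets. An unadjusted p under 0.05 was reached there by 6308 of 110778, 8960.0 of 112959 and 12743 of 103435 probesets, and the methods' test called 77, 24 and 188. With gene values limma called 7 genes in KLS cells, 4 in CMPs, 32 in GMPs, 18 in promyelocytes and 6 in neutrophils, and 0 in SLAM cells and MEPs, where 877 and 1218 genes had an unadjusted p under 0.05. Promyelocytes came before GMPs by other settings: 691 genes against 312 by limma at an unadjusted p under 0.001, 1112 against 767 in the fit over all sorted groups and 538 against 166 by the methods' test. Single samples moved these counts. The GMP count was 155 probesets without mCG-PR GMP replicate 5216 and 35 without WT GMP replicate 4213. The CMP count was 60 without WT CMP replicate 4111, 9 without mCG-PR replicate 5114, 4 without WT replicate 4112, and 0 without mCG-PR replicate 5113, 5115 or 5116 or WT replicate 4113. The KLS count was 37 without WT KLS replicate 3, 21 without the 6-week mCG-PR replicate 3, 1 without the 13-week mCG-PR replicate 2 and 0 without any 1 of the other 6 samples. With the array run as a fixed block it was 0, as it was within 1 run. The promyelocyte count was 465 without WT promyelocyte replicate 6, and 1, 2, 1, 6 and 4 without WT replicates 1 to 5. It was 0, 5 and 1 without mCG-PR replicates 1 to 3, and 1 with the array run as a random block. In MEPs the count was 1 without mCG-PR replicate 5314.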

To ascertain significant differences in specific gene expression between the *Ctsg-PML-RARA* and WT samples, we performed ANOVA and Significance of Microarrays (SAM) analysis to define significantly dysregulated genes in each subset (Tables S1, S2, S3, S4, S5, S6, S7, S8, S9, S10, S11, S12, 13 and Data S1). In the KLS comparison, one of the most significantly dysregulated genes by ANOVA was *Notch1* (Table S2), which is relevant for the recent finding of activated Notch1 signaling in both human and murine APL pathogenesis (Grieselhuber NR et al., submitted). 

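Notch1, a receptor that acts in lymphoid fate and is cleaved to a transcription factor, had 25 detected probesets in KLS cells. Probeset 4985018 read 107 ± 30.6 (SD, n = 4) in WT and 359 ± 61.9 (SD, n = 5) in mCG-PR samples. The log2 difference was 1.77 (SE 0.22, adjusted p = 0.0557 from limma), and every mCG-PR sample was above every WT sample (exact two-sided permutation test, p = 0.00794, the smallest p these samples allow). The study lists this probeset for its difference in these same samples, so the separation and its exact p are not independent evidence. All WT samples were below 200 at this probeset. Of the 25 probesets, 23 had a positive difference, with a median of 0.25, and limma called none. For the gene the difference was 0.33 (SE 0.13, adjusted p = 0.363). Of 29 measured genes of the Notch pathway, 16 had a positive and 13 a negative difference, and the list did not shift (camera adjusted p = 0.870).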

Unexpectedly, one of the most significantly dysregulated genes within the CMP and GMP compartments was *Cadherin 1* (*Cdh1*), a tumor suppressor in epithelial cancers, which was strikingly up-regulated in both the CMP and GMP compartments of *Ctsg-PML-RARA* mice (Table S7) [21]. 

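Cdh1 encodes E-cadherin, the adhesion molecule of epithelial cells. In CMPs the gene read 93.8 ± 42.1 (SD, n = 3) in WT and 746 ± 162 (SD, n = 4) in mCG-PR samples. The log2 difference was 3.06 (SE 0.31, adjusted p = 0.0410) by limma, at least 3.66-fold. In GMPs it read 84.1 ± 14.4 (SD, n = 4) in WT and 1293 ± 410.4 (SD, n = 4) in mCG-PR samples, a log2 difference of 3.90 (SE 0.25, adjusted p = 3.58e-04) and at least 6.23-fold. Of 18 detected Cdh1 probesets, 6 passed in CMPs (median log2 difference 3.37) and 16 in GMPs (median 4.32). Probeset 4999412 read 56.5 ± 28.1 in WT and 1871 ± 364 in mCG-PR CMPs, and 65.4 ± 20.3 and 3412 ± 967 in GMPs. In MEPs the gene read 85.0 ± 10.4 in WT and 205 ± 87.1 in mCG-PR samples (adjusted p = 0.424 from limma), and 0 of 9 probesets passed limma. Cdh1 passed in GMPs without any 1 sample. In CMPs the adjusted p was 0.112, 0.057, 0.152 and 0.104 without mCG-PR replicates 5113, 5114, 5115 and 5116, and 0.054 and 0.245 without WT replicates 4112 and 4113.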

We also found that *cyclin H* (*Ccnh*) expression is down-regulated in the CMP compartment of *Ctsg-PML-RARA* mice (Table S3): cyclin H has been previously shown to be part of a complex that phosphorylates the AF-2 domain of RARA, leading to the downstream activation of retinoic acid responsive genes [22].

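Ccnh encodes cyclin H, a subunit of the kinase complex of transcription factor TFIIH. In CMPs probeset 4504622 read 1164 ± 71.3 (SD, n = 3) in WT and 541 ± 59.2 (SD, n = 4) in mCG-PR samples, a log2 difference of -1.11 (SE 0.21, adjusted p = 0.214 from limma). Every mCG-PR sample was below every WT sample (exact two-sided permutation test, p = 0.0286, the smallest p that 3 samples against 4 allow). This probeset too is listed by the study for its difference in these same samples, so the separation and its exact p are not independent evidence. Of 12 detected Ccnh probesets 11 had a negative difference, with a median of -0.70. The gene read 489 ± 71.1 in WT and 343 ± 50.2 in mCG-PR CMPs (-0.51 (SE 0.19, adjusted p = 0.407)). Of 20 measured genes of retinoic acid signalling, 10 had a positive and 10 a negative difference in CMPs (camera adjusted p = 0.783). In GMPs 9 were positive and 11 negative (adjusted p = 0.685). Adjusted over the list alone, Vdr, the vitamin D receptor, was lower (-1.04 (SE 0.23), at least 1.34-fold) and Rxra, a partner of the retinoic acid receptors, was higher (log2 difference 0.96) in mCG-PR GMPs.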

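The 22 genes that the study lists in Table S7 were chosen on these CMP and GMP samples, so their direction there is not independent evidence. All 22 had the direction of Table S7 in CMPs and in GMPs. A called probeset was held by 5 of them in CMPs and 13 in GMPs. With gene values limma called 2 in CMPs and 7 in GMPs over all genes, and adjusted over the list alone 20 passed in CMPs and 22 in GMPs. Genes of basophils and mast cells stood among those that rose in GMPs. Cpa3, the carboxypeptidase of mast cell granules, read 623 ± 116 in WT and 5041 ± 574 in mCG-PR GMPs (3.03 (SE 0.19, adjusted p = 3.58e-04)). Mcpt8, a protease of basophils, read 578 ± 178 and 4567 ± 1472 (2.96 (SE 0.32, adjusted p = 0.0114)). Mcpt8 lost its call without mCG-PR GMP replicate 5215 (adjusted p = 0.0612) and WT GMP replicates 4212 (0.0520) and 4213 (0.0607). In CMPs Cpa3 had a log2 difference of 3.36 (SE 0.43, adjusted p = 0.0585) and Mcpt8 of 2.31 (SE 0.44, adjusted p = 0.163). Regulators of the monocyte and dendritic cell lines were among the genes with lower values. Csf1r, the receptor for macrophage colony-stimulating factor, had a log2 difference of -1.63 (SE 0.26, adjusted p = 0.121) in CMPs and -1.41 (SE 0.22, adjusted p = 0.0502) in GMPs. Irf8, a transcription factor of the same lines, had one of -1.73 (SE 0.39, adjusted p = 0.216) and -1.57 (SE 0.36, adjusted p = 0.209). A single Irf8 probeset, 4657407, was called in GMPs, where it fell from 520.0 in WT to 121 in mCG-PR samples (log2 difference -2.17, SE 0.30, adjusted p = 0.0383). Cd93 (-1.44 and -1.66) and Ncf1, a subunit of the NADPH oxidase (-1.55 and -1.02), were negative as well. By limma 8 genes were higher in both populations, where independent lists of these sizes would share 0.0234: Atp6v0a1, Cdh1, Clec2i, Cpa3, Ikzf2, Mmp8, Nt5e and Perp. The 2 lists may not be independent, since the sample numbers of CMPs and GMPs share their last 2 digits and can mark the same mice. By correlation with the group means, 1 of 7 CMP arrays and 4 of 8 GMP arrays were closest to their own population. The number shared was 0 without mCG-PR CMP replicate 5113, 5115 or 5116 or WT CMP replicate 4113, and 2 without WT CMP replicate 4112. It was 3 without mCG-PR GMP replicate 5213 or WT GMP replicate 4213, 4 without mCG-PR CMP replicate 5114 or WT GMP replicate 4210 or 4212, and 5 without mCG-PR GMP replicate 5214 or 5215 or WT GMP replicate 4211.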

To highlight the changes in gene expression in the CMP and GMP populations, we performed a supervised clustering analysis of the twenty-two genes that were significantly dysregulated (unadjusted p value<0.001, fold change ≥2) in both the CMP and GMP ANOVA results (the supervised heatmap was created by plotting the relative expression of each of these genes to each other) (Figure 4). Interestingly, this gene expression signature is not present in earlier cell populations (KLS or SLAM), in more mature myeloid cells (promyelocytes and neutrophils), nor the leukemic cells from the *Ctsg-PML-RARA* mice. Also, there is no concordant overlap between genes dysregulated in the CMP or GMP compartments versus promyelocytes.

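Outside CMPs and GMPs, the 22 genes were tested as a set in the direction of Table S7. That direction was met by 9 of 21 measured genes in SLAM cells (fry adjusted p = 0.506), 9 of 22 in KLS cells (0.502), 12 of 20 in MEPs (0.421), 14 of 22 in promyelocytes (0.668) and 14 of 22 in neutrophils (0.502). By limma over all genes, 0 genes passed in that direction in any of the 5 populations. Adjusted over the list alone, 4 passed in that direction and 2 against it in KLS cells, and in that direction 3 passed in MEPs, 1 in promyelocytes and 0 in SLAM cells and neutrophils. In KLS cells Irf8 rose against the direction of Table S7, from 136 ± 28.9 in WT to 381 ± 50.5 in mCG-PR samples (1.5 (SE 0.16, adjusted p = 0.0100), at least 1.89-fold). Without the 6-week mCG-PR KLS replicate 2 its adjusted p was 0.0545. In MEPs Cpa3 read 37.5 ± 10.1 in WT and 465 ± 307 in mCG-PR samples (3.39 (SE 0.46, adjusted p = 0.219), at least 1.92-fold), and Mcpt8 46.3 ± 11.1 and 309 ± 165 (2.58 (SE 0.40, adjusted p = 0.219), at least 1.35-fold). The 15 leukemias have no WT counterpart and lie in an array run without CMPs or GMPs. Against WT GMPs all 22 genes had the direction of Table S7 in the leukemias, and 20 of 22 had it in WT promyelocytes, which carry no PML-RARA; against WT promyelocytes the leukemias had it for 16 of 22. None of these comparisons has a test, and those with WT promyelocytes were added after the data were seen. In the leukemias Lpcat2 (0.034) and Mtap (-0.19) lay near WT GMPs, and these 2 were the exceptions in WT promyelocytes.

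**Figure D2:**
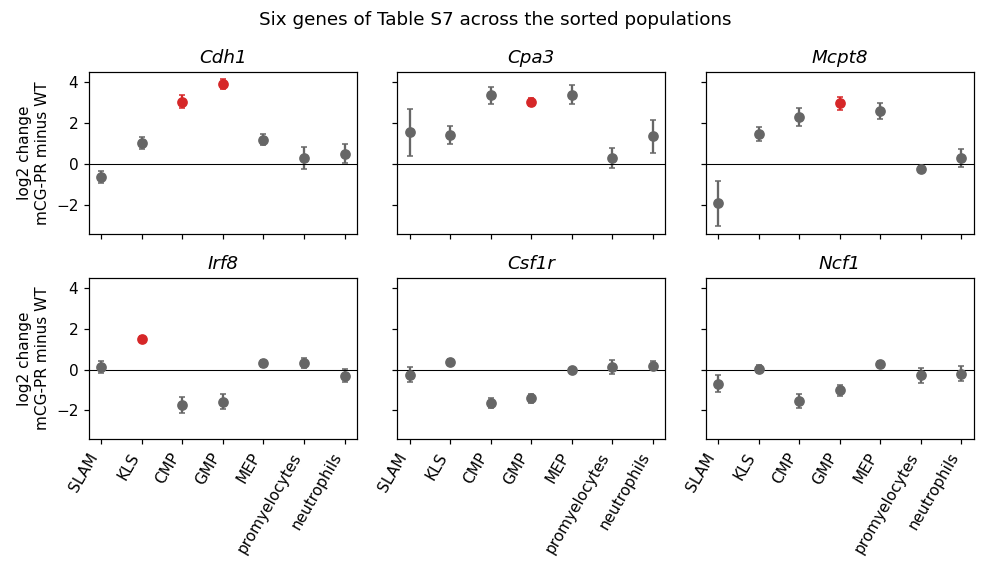
Log2 difference of gene values between mCG-PR and WT samples, with its standard error, for Cdh1, Cpa3, Mcpt8, Irf8, Csf1r and Ncf1 in each sorted population; red points have a limma adjusted p under 0.05. Red points are Cdh1 in CMPs and GMPs, Cpa3 and Mcpt8 in GMPs, and Irf8 in KLS cells.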

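No gene called by limma in CMPs or GMPs was called in promyelocytes. Among 14374 genes tested in both CMPs and promyelocytes, 11 were higher in CMPs and 14 in promyelocytes, and among 14589 tested in both GMPs and promyelocytes 31 and 13 were higher. Lists as short as these would share no gene by chance either, so the 0 shared does not tell concordant from unrelated changes. By the methods' test 2 genes, B230120H23Rik and Ccar1, changed the same way, where independent lists would share 2.38 genes higher and 0.238 lower in both. Another 15 were lower in CMPs or GMPs and higher in promyelocytes, where independent lists would share 6.85, and 0 went the other way, where they would share 0.0826. Across genes, which are not independent, the log2 differences of CMPs and promyelocytes had a correlation of -0.215 and those of GMPs and promyelocytes one of -0.218. Those of CMPs and GMPs had one of 0.379.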

**Figure 4:**
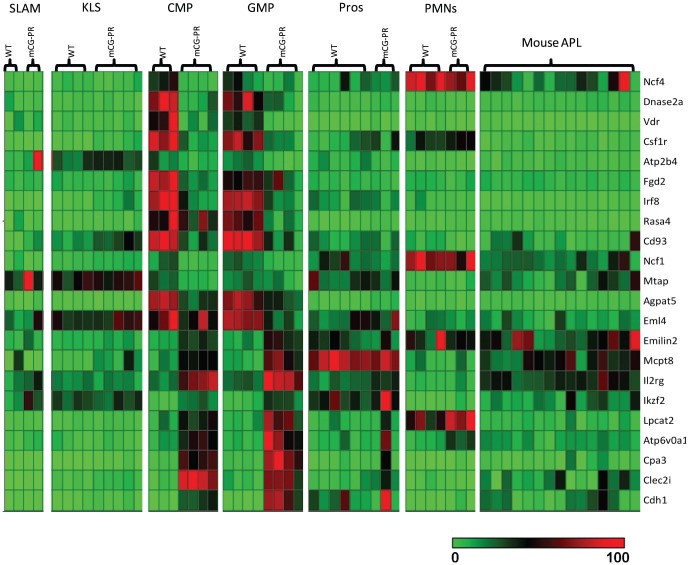
A supervised heatmap of the 22 genes significantly dysregulated in both the CMP and GMP compartments. We created a supervised clustering using SPOTFIRE of the 22 genes that were significantly dysregulated (unadjusted p value<0.001, fold change ≥2) in both the CMP and GMP ANOVA results comparing WT vs. *Ctsg-PML-RARA* samples. The supervised heatmap was created by plotting the relative expression of each of these genes to each other as a relative percentage, rather than z-score averaging, since the differences in expression levels between some genes was large, and z-score averaging inappropriately highlighted the genes with the highest expression levels. The legend is shown below the heatmap, with minimally expressed genes in green, and highly expressed genes in red.

To further validate the changes in gene expression in the CMP and GMP compartments, we performed supervised clustering analyses of all the significantly dysregulated genes by ANOVA (unadjusted p value<0.001, fold change ≥2) from the GMP and CMP compartments individually (these heatmaps were created by traditional z-score scaling). As expected, the clustering with genes dysregulated in either the CMP or GMP compartment segregated both the GMP and CMP populations, but not the MEP populations, by genotype (Figure S7A and S7B). Thus, the expression of *PML-RARA* in *Ctsg-PML-RARA* mice has clear transcriptional consequences that occur early in myeloid development and are specific for the CMP and GMP cell populations. These transcriptional changes, in turn, may influence the gene expression profile of more mature myeloid cells, just as gene expression changes driven by the presence of *PML-RARA* expression in earlier hematopoietic precursors may shape the distinct expression signature seen in the CMP and GMP compartments.

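The probesets called by the methods' test in one population were used to cluster the samples of another. The 171 CMP probesets separated the WT from the mCG-PR samples in GMPs (difference in correlation distance 0.83) and in MEPs (0.213). The 245 GMP probesets separated them in CMPs (0.695) and in MEPs (0.186). In each of the 4 cases the exact one-sided permutation p was 0.0286, the smallest p these samples allow. This p takes the probesets as chosen on other mice, whereas the sample numbers of CMPs, GMPs and MEPs share their last 2 digits and can mark the same mice. Whole mice were then split, with the probesets chosen again in each split, which was added after the data were seen. As far a separation of MEPs was given by 3 of 35 splits on the CMP probesets and 3 of 35 on the GMP probesets. In GMPs and in CMPs 1 of 35, the real one, did so. The other splits chose only 4 to 127 CMP probesets and 3 to 55 GMP probesets, so their distances rest on unlike numbers of probesets. With the probesets called by limma, a choice made after the data were seen, the 122 GMP probesets separated MEPs by genotype (0.241) and the 28 CMP probesets did not (0.168, exact p = 0.0571). The 22 genes' own values in MEPs did not pass the test as a set.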

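The genotype effect differed between CMPs or GMPs and MEPs for a few genes. In GMPs against MEPs, 17 of 15877 genes differed in their response to genotype by limma, 13 of them more positive in GMPs. They include the adhesion molecule Cdh1 (difference of log2 changes 2.60, adjusted p = 0.00238), Atp6v0a1, a subunit of the vacuolar proton pump (1.84, adjusted p = 0.00238), Tcf7, a transcription factor of T cells (1.98), and Nt5e, the surface nucleotidase CD73 (2.70). Cd93 (-2.24) and Coro2a (-1.61) were among the 4 more negative in GMPs. In CMPs against MEPs 6 of 15636 genes differed, 2 more positive in CMPs (Atp6v0a1, 1.46, and Emilin2, 1.67) and 4 more negative (Pyhin1, -3.22; Cds1, -1.77; Il6ra, -1.32; Psap, -1.07). Those not under the rule for named genes were chosen after their values were seen. At least 1 of the 4 groups read below 200 in every sample for 14 of the 17 genes and for 3 of the 6, so those differences rest on values under the threshold of detection. The genes with no such group were Atp6v0a1, Emilin2 and Edem3 in GMPs against MEPs, and Atp6v0a1, Emilin2 and Psap in CMPs against MEPs. Between CMPs and GMPs limma called 0 of 16049 genes (781 at an unadjusted p under 0.05), and 1 of the probesets. Between promyelocytes and neutrophils it called 0 of 16058 (2091 at an unadjusted p under 0.05). The count for GMPs against MEPs was 4 without WT MEP replicate 4311 and 31 without mCG-PR GMP replicate 5216. It was 7 without mCG-PR MEP replicate 5315, 8 without WT GMP replicate 4210 or WT MEP replicate 4312, and 9 without WT GMP replicate 4213, WT MEP replicate 4313 or mCG-PR MEP replicate 5316. It was 10 without mCG-PR GMP replicate 5214 or mCG-PR MEP replicate 5313 or 5314, and 11 without mCG-PR GMP replicate 5213, WT GMP replicate 4211 or 4212 or WT MEP replicate 4310. The count for CMPs against MEPs was 115 without WT CMP replicate 4111, 8 without mCG-PR CMP replicate 5114, and 0 to 3 without any 1 of the other 13 samples. With probesets in place of genes it was 0. The paper reports that supervised clustering on the genes of CMPs or of GMPs parted CMPs and GMPs, and not MEPs, by genotype, and from this it concludes that PML-RARA has transcriptional consequences early in myeloid development that are specific to CMPs and GMPs.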

Secondly, we assessed the function of *Ctsg-PML-RARA* bone marrow cells after competitive transplantation. We transplanted total bone marrow from healthy 6-week-old (i.e. non-leukemic) *Ctsg-PML-RARA* mice (CD45.2^+^) at ratios of 1∶9, 1∶1, and 9∶1 with competitor Ly5.1/Ly5.2 bone marrow (CD45.1^+^/CD45.2^+^) into Ly5.1 recipients (CD45.1^+^). Peripheral blood was assessed at 6 weeks, 3 months, and 6 months post-transplant. Four mice developed leukemia between 3 and 6 months, and could not be analyzed further. As expected, we noted a consistent expansion of *Ctsg-PML-RARA* ^+^ cells within the Ly6g^+^ (myeloid) compartment at all time points tested (Figure 5A). However, we also observed an expansion of *Ctsg-PML-RARA* ^+^ cells within the CD3^+^ and B220^+^ compartments at 3 and 6 months (Figure 5A).

**Figure 5:**
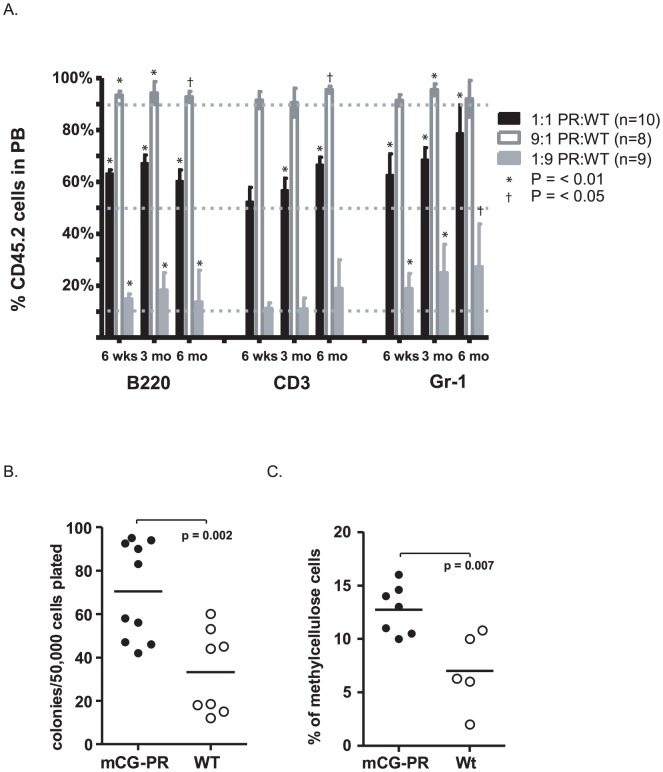
Effects of *Ctsg-PML-RARA* on multi-lineage hematopoiesis. A. Effects on myeloid and lymphoid lineage hematopoiesis. Bone marrow cells from indicated mice at 6 weeks of age were mixed at ratios of 1∶1, 9∶1, or 1∶9 with competitor CD45.1^+^/CD45.2^+^ bone marrow cells from sex- and age-matched mice. These cells were transplanted into sex-matched, 6-week-old, lethally irradiated CD45.1^+^ recipients. At the indicated time points, peripheral blood was assessed for ratios of CD45.2^+^ and CD45.1^+^/CD45.2^+^ white blood cells within the B220^+^, CD3^+^, or Gr1^+^ compartments. One sample, two-tailed t-test compared outcomes with the expected values of 10%, 50%, or 90%. Alpha was set at 0.05. Time points with p<0.01 (*) and p<0.05 (†) are indicated. B–C. Effect of *Ctsg-PML-RARA* on erythroid lineage hematopoiesis. Bone marrow cells from 6-week-old and 8-week-old, healthy mice were plated in methylcellulose containing erythropoietin. B. Total colonies after one week in culture (each data point represents results from an individual mouse in three combined experiments). Results of paired t-test between WT and mCG-PR samples are shown (p-value = 0.002). C. After one week in culture, total colony cells were washed and the number of immature erythrocytes (cKit^+^CD71^dim^) was assessed. Results of a paired t-test between WT and mCG-PR samples are shown (p-value = 0.007).

Thirdly, we examined the function of erythroid progenitors derived from *Ctsg-PML-RARA* mice. Total *Ctsg-PML-RARA* bone marrow cells contained significantly more BFU-Es than wild-type littermate controls (Figure 5B). There was no difference in the percentage of mature erythroid cells (Ter119^+^CD71^high^, 24%±8% vs 37%±18%, p = 0.1; Figure S8A) in these colonies, although *Ctsg-PML-RARA* BFU-E colonies contained more immature erythroid cells (cKit^+^CD71^dim^, 12.7%±2.3% vs 7%±3.5%, p = 0.007; Figure 5C) and more myelomonocytic/monocytic cells (CD11b^+^, 32%±4.4% vs 21%±9.6%, p = 0.02; Figure S8B). The lack of transcriptional changes in flow sorted MEP cells (Tables S5 and S12) may be accounted for by differences between the immunophenotypically defined MEPs and the physiologically defined colony forming cell (which may be less mature than MEP cells). Evaluation of a large cohort of mice (n = 19 *Ctsg-PML-RARA* and 15 wild-type littermate controls) revealed normal hemoglobin levels and red cell size in all mice (Figure S8C and S8D), suggesting that *PML-RARA*-dependent effects on BFU-Es are not associated with a loss of erythroid homeostasis *in vivo*. These results parallel our previous finding that myeloid CFUs are increased in healthy pre-leukemic *Ctsg-PML-RARA* mice, but do not lead directly to increased numbers of circulating neutrophils [23], [24].

Finally, we asked whether promyelocyte self-renewal was altered in *Ctsg-PML-RARA* mice. As expected, we observed that KLS cells from *Ctsg-PML-RARA* mice contained increased numbers of CFUs compared with purified promyelocytes (Figure 6B and 6C). We also observed a trend toward increased numbers of CFUs in *Ctsg-PML-RARA* KLS cells compared with wild-type KLS cells. Serial re-plating was detected with *Ctsg-PML-RARA* KLS cells, as expected, but was not found with *Ctsg-PML-RARA* promyelocytes (Figure 6C). Transplantation of pools of donor KLS cells (3,000 cells per sub-lethally irradiated Ly5.1 recipient) from either WT or *Ctsg-PML-RARA* mice led to multi-lineage engraftment, as expected (Figure 6D and Figure S9A–C). In contrast, transplantation of 50,000 purified promyelocytes led to trace engraftment (<1% of bone marrow leukocytes) regardless of genotype, which was not myeloid restricted (Figure 6D–E and Figure S9D–F).

**Figure 6:**
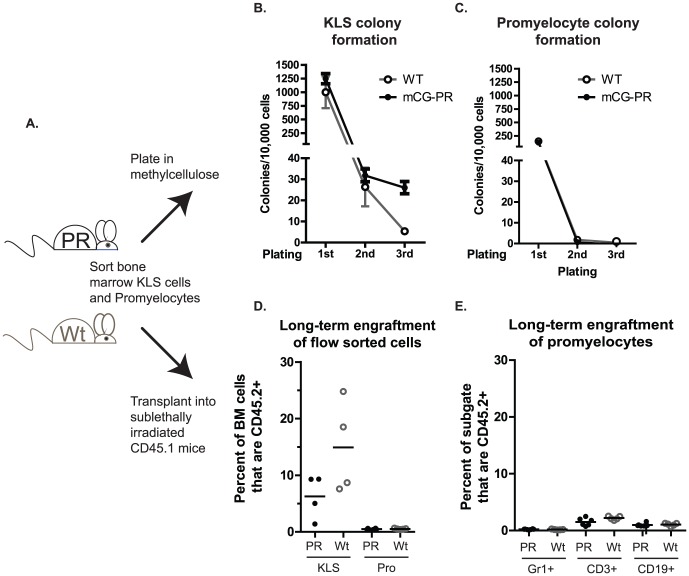
Effects of *Ctsg-PML-RARA* on flow-sorted promyelocytes. A. Experimental schema. Bone marrow cells from *Ctsg-PML-RARA* and littermate WT controls were harvested and KLS and promyelocytes were purified by flow sorting. Aliquots from individual donor mice were plated in methylcellulose containing myeloid cytokines (SCF, IL-3, IL-6, Epo). KLS cells were combined from all donors by genotype and 3,000 cells/recipient were transferred to sub-lethally irradiated Ly5.1 mice (4 recipients per genotype). Purified promyelocytes were separated into two pools, and 50,000 cells/recipient were transferred into sub-lethally irradiated Ly5.1 mice. B. Total CFUs per 10,000 KLS cells plated by week. Every 7 days, total colonies were counted. Total cells were then collected in warm (37°) media and serially replated. C. Total CFUs per 10,000 promyelocytes plated by week. D. Percentage of donor CD45.2^+^ cells in total bone marrow cells of individual recipient mice 12 weeks after engraftment, with indicated flow sorted cells. All mice that received promyelocytes had <1% CD45.2^+^ cells. E. Percentage of CD45.2^+^ cells within the Gr1^+^, CD3^+^, and CD19^+^ bone marrow cells of mice engrafted with promyelocytes.

## Discussion

The fusion protein *PML-RARA* is associated exclusively with myeloid leukemia in both humans and mice (unlike *BCR-ABL* and *MLL* fusion proteins, which can lead to myeloid or lymphoid leukemias) [2], [3], [5], [25], [26], [27]. There has therefore been much speculation regarding whether the leukemic cell of origin is a committed progenitor (e.g. a promyelocyte) or multipotent progenitor [5], [6], [7], [8], [10], [14], [28]. The data presented here show that when *PML-RARA* is inserted into the murine *Ctsg* locus, it begins to be expressed in KLS cells, where it alters myeloid, lymphoid, and erythroid hematopoiesis (biologically confirming its activity in multipotent cells). It is massively upregulated in CMP and GMP cells, where it significantly alters the expression of a number of genes. In contrast, *PML-RARA* expression in promyelocytes is not associated with a striking change in gene expression or inappropriate self-renewal. The studies described here define the hematopoietic compartments that are initially exposed to (and perturbed by) *PML-RARA* in healthy, pre-leukemic *Ctsg-PML-RARA* mice; the immunophenotype and cytomorphology of leukemia initiating cells within the subsequent leukemias have been defined elsewhere, and are not addressed in this analysis [8], [9].

One of the important arguments used to support a committed progenitor as the leukemic cell of origin has been the successful generation of leukemia using *CTSG*, *Ctsg*, and *S100A8* loci, which were thought to target *PML-RARA* to the promyelocyte compartment [10]. However, we and others have now found that in *Ctsg-PML-RARA* mice, *PML-RARA* is consistently expressed in cells within the KLS compartment, [8], and is strikingly upregulated in committed myeloid progenitor cells. We have therefore reevaluated the expression patterns of the genes used to direct *PML-RARA* expression in mice: *PML-RARA* directed from the *CTSG*, *Ctsg* and *S100A8* (MRP8) loci cause APL; expression directed by regulatory elements from the *cFes* and *Itgam* (CD11b) loci do not [1], [2], [3], [19], [20]. *Ctsg*, *CTSG*, *S100a8*, and *S100A8* are all expressed in multipotent progenitor compartments, while *cFes* and *Itgam* display low to absent levels of expression in KLS cells, with maximal expression in neutrophils. This suggests that APL development may require *PML-RARA* expression in an early hematopoietic compartment, and that induction of expression at the promyelocyte stage is insufficient to initiate leukemia, perhaps because PML-RARA cannot reverse the commitment of terminally differentiated neutrophils to die.

Other authors have evaluated the cell-specific effects of *PML-RARA* and MLL fusion transcripts using viral transduction [4], [29], [30], [31]. We have focused our analysis on transgenic mouse models because interpretation of viral-transduction models is complicated both by the heterogeneity of the bone marrow cells transduced, and by the toxicity of *PML-RARA*, which is variable among cell types [28], [32], [33].

Importantly, this work addresses a different question than the work of Guibal et al., which defined the immunophenotype of a committed myeloid progenitor (cKit^+^CD34^+^FcγRII/III^+^Ly6g^int^) as the leukemia-initiating cell in the h*MRP8-PML-RARA* transgenic mouse model of APL. Here we show the transcriptional and functional consequences of *PML-RARA* expression in *Ctsg-PML-RARA* pre-leukemic cells. These findings are not mutually exclusive, since the hematopoietic compartment susceptible to *PML-RARA* transformation may not be at the same developmental stage as the resultant leukemia [9].

Our work clarifies and expands the findings of Wojiski et al. [8] Using semi-quantitative RT-PCR, they observed *PML-RARA* expression in the KLS cells of *Ctsg-PML-RARA* mice. Their functional studies revealed increased myeloid self-renewal in flow-sorted KLS, CMP, and GMP cells from *Ctsg-PML-RARA* mice. They used a PCR-based protocol to demonstrate long-term engraftment of flow-sorted *Ctsg-PML-RARA* promyelocytes (Lin^−^Sca^−^Ly6g^+^cKit^+^CD34^+^ cells) in sub-lethally irradiated recipient B6 mice. However, this strategy does not determine whether the engrafted cells are myeloid-restricted (i.e. derived from promyelocytes) or whether they are multi-lineage (i.e. arising from stem/progenitor cells that contaminated the purified “promyelocytes"). In contrast, we used Ly5.1 mice as the recipients for our purified promyelocyte populations, and found that even large numbers of promyelocytes (50,000 purified cells per recipient) were insufficient to lead to long-term engraftment of myeloid restricted cells. Our data therefore do not support the idea that the promyelocytes from *Ctsg-PML-RARA* mice have altered self-renewal properties that contribute to the expansion of these cells *in vivo*.

There are no standard immunophenotypic markers for defining murine promyelocytes, and our flow-sorting strategy for promyelocytes was different than that used by Wojiski et al.; however, we extensively validated our approach using both expression data from genes known to be developmentally-regulated during myeloid development as well as traditional cytomorphology, in which a trained hematopathologist performed blinded differentials (Figure S1) [8], [34]. Using these techniques, we demonstrate that we have greatly enriched murine promyelocytes using our flow-sorting strategy; however, it remains possible that the different strategy used by Wojiski et al. enriches for an earlier myeloid population that could account for the different results regarding “promyelocyte" self-renewal between our studies.

Nonetheless, our data demonstrate that in healthy, pre-leukemic *Ctsg-PML-RARA* mice, *PML-RARA* is first expressed in very early hematopoietic stem/[progenitor cells (KLS cells), and that its expression continues throughout myeloid development (CMPs, GMPs, promyelocytes, and neutrophils). Biological effects of *PML-RARA* can be seen in pre-leukemic KLS cells, CMPs and GMPs. Thus, in this model system, it is highly likely that PML-RARA initiates leukemia in very early hematopoietic cells, and not in promyelocytes, as originally predicted. Although we cannot formally exclude the possibility that pre-leukemic promyelocytes acquire self-renewal properties, it seems very unlikely, based on recent data that some human APL cells have TCR rearrangements, and express T lineage genes [14]. We suggest that the *Ctsg-PML-RARA* mouse model may recapitulate the physiologic timing of *PML-RARA* activation in very primitive human HPSCs that are capable of giving rise to both lymphoid and myeloid cells.

*PML-RARA* does not appear to alter normal hematopoietic homeostatic feedback or cause increasing cell *numbers* within an immunophenotypically-defined multipotent progenitor compartment (although healthy *Ctsg-PML-RARA* mice do have a subtle increase in bone marrow promyelocytes) [2], [8], [11], [24]. Neither we, nor others, have observed increased numbers of KLS, GMP, CMP or MEP cells in mouse models of APL [8], [20], [24], [35]. However, we have identified a competitive advantage in multiple hematopoietic lineages following transplantation [11], and increased numbers of myeloid [26], [36] and erythroid BFUs in the marrow of *Ctsg-PML-RARA* mice. Since *Ctsg-PML-RARA* mice virtually never develop lymphocytic leukemia or erythroleukemia, our data suggests that the myeloid restriction of leukemia must be explained by myeloid-restricted genes or proteins that cooperate with PML-RARA in leukemic cells (Figure 7). Although neutrophil elastase is known to be one of the critical interacting proteins, further investigation will be needed to fully define all of the cooperating elements [23], [28].

**Figure 7:**
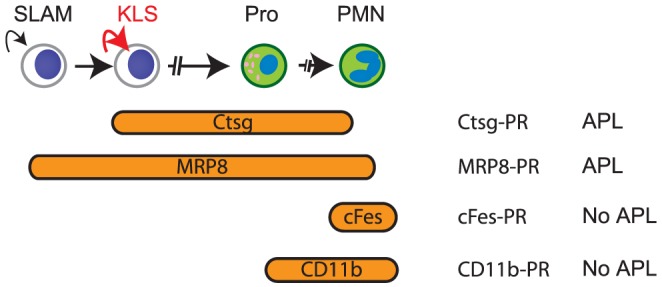
Model of APL development in *Ctsg-PML-RARA* mice. Murine APL requires the expression of *PML-RARA* in a multipotent progenitor, and cooperation of *PML-RARA* with myeloid restricted elements; expression of *PML-RARA* within promyelocytes is insufficient to cause leukemia. Orange ellipses indicate compartments with expression of the indicated genes used to direct expression in transgenic models. Red arrows indicate inappropriate self-renewal resulting from *Ctsg-PML-RARA* expression. Broken arrows indicate that multiple differentiation steps exist between indicated compartments. SLAM: lineage negative/Kit^+^/Sca-1^+^/CD150^+^/CD41^−^/CD48^−^. KLS: c-Kit^+^/lineage negative/Sca-1^+^. Pro: promyelocyte. PMN: polymorphic neutrophil. Concept after Lane and Ley [28].

## Methods

### Mice

Mice expressing *PML-RARA* from the murine *Ctsg* locus (*Ctsg-PML-RARA*) and *Ctsg* deficient mice (CG-KO) have been previously reported [2], [37]. The *Ctsg-PML-RARA* transgenic mice used in this study were backcrossed more than 12 generations into the C57Bl/6 Taconic background [38]. The Washington University Animal Studies Committee approved all animal experiments.

### Flow Sorting, Expression Array Profiling, and RT-PCR Validation

Bone marrow cells from individual mice were harvested from both femurs and tibia of 6-week-old and 13-week-old mice and prepared previously described [11], [24]. Standard red blood cell lysis was performed with ACK lysis buffer (0.15 M NH_4_Cl, 10 mM KHC0_3_, 0.1 mM Na_2_EDTA) on ice for 10 minutes. Non-specific staining was blocked with Miltenyi FcR Blocking Reagent for mouse (Auburn, CA). Isotype-matched antibodies were used as negative controls and the Fluorescence Minus One (FMO) strategy was used to set appropriate gates. Flow sorting was performed on a Reflection high-speed cell sorter (i-Cyt, Champaign, IL). Cells were sorted directly into Trizol (Invitrogen, Carlsbad, CA). Cells were stained by standard protocols with the following antibodies (eBioscience unless otherwise noted): KLS (c-Kit^+^/lineage negative/Sca-1^+^) cells were assessed using the following lineage markers: FITC-conjugated αGr-1, αTer119, αCD3, αCD4, αCD8, αB220, αCD19, and αCD127; APC-αc-Kit, and PE-αSca-1. CMPs (Lin^−^Sca-1^−^cKit^+^CD34^+^FcγRII/III^lo^), GMPs (Lin^−^Sca-1^−^cKit^+^CD34^+^FcγRII/III^hi^), megakaryocyte-erythrocyte progenitors (MEPs; Lin^−^Sca-1^−^cKit^+^CD34^−^FcγRII/III^lo^) were done with the same antibody cocktail as KLS with addition of APC-conjugated αFcγRII/III (clone 93). SLAM (CD150^+^/CD41^−^/CD48^−^ KLS) cells were assessed using KLS staining as above, except for PerCP-Cy5.5–conjugated αSca-1, with the addition of FITC-αCD41, FITC-αCD48 and PE-αCD150 antibodies. Promyelocyte (Gr1^int^SCC^int^B220^−^CD115^−^Ter119^−^) and neutrophil (Gr1^+^SCC^high^B220^−^CD115^−^Ter119^−^) sorting was done using APC-αGr-1, PE-αCD115, FITC-αB220 and PE-Cy7-αTer119. Additional cells from both the promyelocyte and neutrophils fraction were sorted into FACS buffer for morphological validation of cytospins. Samples analyzed in expression array profiling were generated during five separate flow-sorting experiments to limit technical bias. 15 mouse *Ctsg-PML-RARA* leukemia samples were prepared as previously described [38].

For expression array profiling, total cellular RNA was purified using TRIzol reagent (Invitrogen), quantified using UV spectroscopy (Nanodrop Technologies), and qualitatively assessed using an Experion Bioanalyzer. Amplified cDNA was prepared from 20 ng total RNA using the whole transcript WT-Ovation RNA Amplification System and biotin-labeled using the Encore Biotin Module, both from NuGen Technologies, according to the manufacturer's instructions. Labeled targets were then hybridized to Mouse Exon 1.0 ST arrays (Affymetrix), washed, stained, and scanned using standard protocols from the Siteman Cancer Center, Molecular and Genomic Analysis Core Facility (http://pathology.wustl.edu/research/cores/lcg/index.php). Affymetrix Expression Console software was used to process array images, export signal data, and evaluate image and data quality relative to standard Affymetrix quality control metrics. Exon array data for all samples used in this study have been deposited on GEO (http://www.ncbi.nlm.nih.gov/geo/; SuperSeries accession numbers GSE26131 and GSE40022).

For *Ctsg* qRT-PCR, we performed standard, two-step RT-PCR, including the Genomic DNA Wipeout step, according to the manufacturer's instructions using *Ctsg* QuantiTect Primers in conjunction with the QuantiTect SYBER Green RT-PCR Kit (both from Qiagen, Germantown, Maryland). For PML-RARA qRT-PCR, we also used the Qiagen RT-PCR kit with the following primers: Forward TCTTCCTGCCCAACAGCAA, Reverse GCTTGTAGATGCGGGGTAGAG. We used GAPDH as the PCR control with the following primers: Forward TGCACCACCAACTGCTTAG, Reverse GGATGCAGGGATGATGTTC.

### Bone marrow Transplantation

Cells used for competitive repopulation studies were injected retroorbitally, as previously described [11], [24]. Two separate experiments were performed, and the data was combined for analysis.

Determination of engraftment of flow sorted bone marrow cells is described in Figure S9. Recipient Ly5.1 mice received either lethal (1,100 cGy) or sub-lethal (350 cGy) irradiation 24 hours prior to transplantation with either 1×10^6^ total bone marrow cells, 3,000 KLS cells or 50,000 promyelocytes/mouse. At least 20,000 events (peripheral blood) and 40,000 events (bone marrow) per recipient mouse were collected for analysis.

### Hematopoietic Progenitor Assays

Bone marrow cells from 6-week-old and 8-week-old, healthy *Ctsg-PML-RARA* mice and littermate controls were collected and plated (in duplicate) in 1.1 ml of methylcellulose medium at 41.5×10^3^ cells/ml (MethoCult M3334, StemCell Technologies, Vancouver, Canada) or 8.3×10^3^/ml (MethoCult 3434) [37]. Colonies with >30 cells were counted on day 7. Colonies were collected in 37° DMEM and assessed by flow cytometry using the following antibodies and FACS Scan (Beckman-Dickenson, Franklin Lakes, NJ): FITC-αTer119 (BD Pharmingen, Franklin Lakes, NJ, Ly-76), PE-αCD71 (eBioscience, R17217), PE-αCD11b (eBioscience, M1/70), and APC-αcKit (eBioscience, 2B8), or serially replated.

### Statistical analysis

Expression array analysis: exon-level summary was generated using the RMA algorithm in the Affymetrix Expression Console (Affymetrix Inc., USA). Only core probesets were used in order to limit the analysis within well-annotated exons with the exception of *Ly6g*, whose 2 probesets are within the extended probesets group. Probesets having an expression signal less than 200 in all samples were removed and an unsupervised hierarchical clustering analysis was performed using z-score normalized expression values in SPOTFIRE (Decision Site version 9.1.1, Somerville, USA) or with the Partek Genomics Suite (Saint Louis, MO) with the expression of each gene standardized to a mean of 0 and standard deviation of 1 and using the Pearson dissimilarity as a distance measure. Results did not segregate based on age of the mice used in this analysis (6-week-old vs 13-week-old), and so the data were combined. Supervised clustering analyses were done using SPOTFIRE as described in the text. Comparison of cell populations using ANOVA was done with Partek with fold change ≥2 and unadjusted p-values as noted in the text. Comparisons of cell populations using SAM Version 4.0 (http://www-stat.stanford.edu/~tibs/SAM/, Palo Alto, CA) as an Excel add-in performing two-class unpaired analyses with unlogged data, 100 permutations, standard regression and fold change ≥2 with false discovery rates and q-values noted in the text. Competitive repopulation analysis: a one sample, two-tailed t-test with alpha set at 0.05 compared outcomes with expected values of 10%, 50%, and 90% (Prism, Graphpad 5, La Jolla, CA). CFU-E analysis was done with a paired t-test (Excel, Microsoft, Seattle, WA).

## Supporting Information

Figure S1 **Murine promyelocyte and neutrophil flow sorting strategy.** A. Total bone marrow cells were labeled with B220, Ter119, CD115 and Gr1 and early myeloid cells/promyelocytes (Pros) and neutrophils (PMNs) were identified as B220^−^, Ter119^−^, CD115^−^ cells that are either BSC^int^Gr1^int^ (Pros), or BSC^high^Gr1^high^ (PMNs). B. Results of 200 cell differential counts by a blinded hematopathologist from 4 Pros (2 WT and 2 *Ctsg-PML-RARA*) and 5 PMNs (3 WT and 2 *Ctsg-PML-RARA*) separate sorted samples. C. Representative cytomorphology of WT and *Ctsg-PML-RARA* (labeled PR) Pros samples counted in B (1,000×). D. Representative cytomorphology of WT and *Ctsg-PML-RARA* (labeled PR) PMNs samples counted in B (1,000×).
(EPS)

Figure S2 **Validation of** ***Ctsg*** **and** ***PML-RARA*** **expression using quantitative reverse-transcriptase PCR.** A. *Ctsg* expression was validated with quantitative RT-PCR normalized to *Gapdh*. B. Quantitative RT-PCR using *PML-RARA* specific primers normalized to *Gapdh* in the indicated mice and Nugen amplified mRNA. C. Agarose gel of PCR products from Panel B. *PML-RARA* expected size is 145 bp. Markers are 100 and 200 base-pairs.
(EPS)

Figure S3 **Expression of** ***Ly6g*** **,** ***Kit*** **,** ***Flt3*** **and** ***Cd34*** **in flow-sorted bone marrow cells and mouse leukemia samples.** Expression profile in indicated WT and *Ctsg-PML-RARA* (labeled mCG-PR) flow-sorted bone marrow cells and 15 *Ctsg-PML-RARA* leukemia samples (labeled Mouse APL) using Nugen amplified mRNA and Affymetrix Mouse Exon 1.0ST arrays. We plotted *Ly6g*, *Kit*, *Flt3* and *Cd34* expression using representative probesets.
(EPS)

Figure S4 **Expression of 7 developmentally-regulated myeloid genes in flow-sorted bone marrow cells.** Expression profile in indicated WT and *Ctsg-PML-RARA* (labeled mCG-PR) flow-sorted bone marrow cells and 15 *Ctsg-PML-RARA* leukemia samples (labeled Mouse APL) using Nugen amplified mRNA and Affymetrix Mouse Exon 1.0ST arrays. We plotted *Elane*, *Prtn3*, *Mpo*, *Ltf*, *Mmp9*, *Lyz2*, and *Fpr1* expression using representative probesets.
(EPS)

Figure S5 **Expression profile of flow-sorted** ***Ctsg-PML-RARA*** **and WT bone marrow cells by unsupervised clustering analyses.** Bone marrow cells were flow sorted as described in Figure 1, and analyzed using Affymetrix Exon 1.0ST arrays. A: Unsupervised hierarchal clustering using SPOTFIRE of expression array data from flow-sorted SLAM and KLS cells from littermate 6-week-old and 13-week-old healthy WT (−/−) vs. mCG-PR mice (+/−). Clustering occurs by genotype within the KLS samples, but not the SLAM samples. Samples were generated during two independent flow-sorting experiments to minimize technical bias. B. Unsupervised hierarchal clustering using SPOTFIRE of expression array data of flow-sorted promyelocytes cells from littermate 8-week-old healthy WT (−/−) vs. mCG-PR mice (+/−). Clusters do not segregate by genotype. Samples were generated with three independent flow-sorting experiments to minimize technical bias. The legend is shown below the heatmaps with downregulated genes in green and upregulated genes in red.
(EPS)

Figure S6 **Unsupervised heatmap clustering analyses for WT vs. Ctsg-PML-RARA CMP, GMP and MEP samples.** Bone marrow cells were flow sorted as described in the Methods section, and analyzed using Affymetrix Exon 1.0ST arrays. An unsupervised clustering analysis was performed using Partek with Pearson dissimilarity as the distance measure. Probesets with signal intensity of less than 200 in all samples were removed from the analyses. The legend is shown below each heatmap with downregulated genes in green and upregulated genes in red. A. Unsupervised heatmap clustering analyses for CMP WT vs. *Ctsg-PML-RARA* samples. B. Unsupervised heatmap clustering analyses for GMP WT vs. *Ctsg-PML-RARA* samples. C. Unsupervised heatmap clustering analyses for MEP WT vs. *Ctsg-PML-RARA* samples.
(EPS)

Figure S7 **Individual supervised clustering analyses for the significantly dysregulated genes by ANOVA from the GMP and CMP comparisons between WT and Ctsg-PML-RARA samples.** These heatmaps were created by traditional z-score scaling using SPOTFIRE. The clustering with genes dysregulated in either the CMP or GMP compartment by ANOVA (with unadjusted p value<0.001, fold change ≥2) segregated both the GMP and CMP populations, but not the MEP populations, by genotype. The legend is shown below the heatmaps with downregulated genes in green and upregulated genes in red. A. Supervised clustering heatmap using genes dysregulated by ANOVA comparison between WT and *Ctsg-PML-RARA* CMP populations. B. Supervised clustering heatmap using genes dysregulated by ANOVA comparison between WT and *Ctsg-PML-RARA* GMP populations.
(EPS)

Figure S8 **Erythroid colony formation (CFU-E) in** ***Ctsg-PML-RARA*** **vs. WT mice.** Bone marrow cells from 6-week-old and 8-week-old, healthy mice were plated in methylcellulose containing erythropoietin (Methocult 3334). Results of paired t-tests are shown in each panel. A. Immunophenotypes of cells in these colonies were assessed as indicated: A. Ter119^+^CD71^high^ (mature erythrocytes) and B. CD11b^+^ (myelomonocytic/monocytic cells). C. and D. Hemoglobin and mean corpuscular volume (MCV) values were determined in a cohort of healthy 4-month-old mice with the indicated genotypes.
(EPS)

Figure S9 **Examples of bone marrow immunophenotypes following transplantation of flow sorted KLS and promyelocytes.** Bone marrow KLS and promyelocytes were sorted from littermate *Ctsg-PML-RARA* (mCG-PR) and WT mice and transplanted into sub-lethally irradiated Ly5.1 recipients (Figure 6). Twelve weeks after transplantation, bone marrow cells were harvested and assessed for Gr1, CD3, CD19, CD45.2 and CD45.1 expression. At least 40,000 events were collected per recipient. A–C. Representative recipient of KLS transplantation. D–F. Representative recipient of promyelocyte transplantation.
(EPS)

Data S1 **Comparative gene expression analysis between cell populations derived from** ***Ctsg-PML-RARA*** **versus WT mice.** The supplementary data includes a summary of gene expression differences (by ANOVA and SAM analysis) for comparisons between *Ctsg-PML-RARA* and WT SLAM, KLS, CMP, GMP, MEP and promyelocyte cell populations. The analysis includes a comparison of dysregulated genes to previously identified PML-RARA binding sites and to known dysregulated mRNA abundance identified in primary human APL samples [39], [40].
(DOCX)

Table S1 ***Ctsg-PML-RARA*** **versus WT SLAM ANOVA Results.**
(XLSX)

Table S2 ***Ctsg-PML-RARA*** **versus WT KLS ANOVA Results.**
(XLSX)

Table S3 ***Ctsg-PML-RARA*** **versus WT CMP ANOVA Results.**
(XLSX)

Table S4 ***Ctsg-PML-RARA*** **versus WT GMP ANOVA Results.**
(XLSX)

Table S5 ***Ctsg-PML-RARA*** **versus WT MEP ANOVA Results.**
(XLSX)

Table S6 ***Ctsg-PML-RARA*** **versus WT Promyelocyte ANOVA Results.**
(XLSX)

Table S7 **Concordant Dysregulated Genes in both the CMP and GMP Compartments by ANOVA.**
(XLSX)

Table S8 ***Ctsg-PML-RARA*** **versus WT SLAM SAM Results.**
(XLSX)

Table S9 ***Ctsg-PML-RARA*** **versus WT KLS SAM Results.**
(XLSX)

Table S10 ***Ctsg-PML-RARA*** **versus WT CMP SAM Results.**
(XLSX)

Table S11 ***Ctsg-PML-RARA*** **versus WT GMP SAM Results.**
(XLSX)

Table S12 ***Ctsg-PML-RARA*** **versus WT MEP SAM Results.**
(XLSX)

Table S13 ***Ctsg-PML-RARA*** **versus WT Promyelocyte SAM Results.**
(XLSX)

## References

[1] GrisolanoJL, WesselschmidtRL, PelicciPG, LeyTJ (1997) Altered myeloid development and acute leukemia in transgenic mice expressing PML-RAR alpha under control of cathepsin G regulatory sequences. Blood 89: 376–387.9002938

[2] WesterveltP, LaneAA, PollockJL, OldfatherK, HoltMS, et al (2003) High-penetrance mouse model of acute promyelocytic leukemia with very low levels of PML-RARalpha expression. Blood 102: 1857–1865.1275017610.1182/blood-2002-12-3779

[3] BrownD, KoganS, LagasseE, WeissmanI, AlcalayM, et al (1997) A PMLRARalpha transgene initiates murine acute promyelocytic leukemia. Proc Natl Acad Sci U S A 94: 2551–2556.912223310.1073/pnas.94.6.2551PMC20126

[4] DuC, RednerRL, CookeMP, LavauC (1999) Overexpression of wild-type retinoic acid receptor alpha (RARalpha) recapitulates retinoic acid-sensitive transformation of primary myeloid progenitors by acute promyelocytic leukemia RARalpha-fusion genes. Blood 94: 793–802.10397747

[5] KoganSC (2007) Mouse models of acute promyelocytic leukemia. Curr Top Microbiol Immunol 313: 3–29.1721703610.1007/978-3-540-34594-7_2

[6] WesterveltP, LeyTJ (1999) Seed versus soil: the importance of the target cell for transgenic models of human leukemias. Blood 93: 2143–2148.10090920

[7] TurhanA, LemoineF, DebertC, BonnetM, BaillouC, et al (1995) Highly purified primitive hematopoietic stem cells are PML-RARA negative and generate nonclonal progenitors in acute promyelocytic leukemia. Blood 85: 2154–2161.7536493

[8] WojiskiS, GuibalFC, KindlerT, LeeBH, JesneckJL, et al (2009) PML-RARalpha initiates leukemia by conferring properties of self-renewal to committed promyelocytic progenitors. Leukemia 23: 1462–1471.1932220910.1038/leu.2009.63PMC2914549

[9] GuibalFC, Alberich-JordaM, HiraiH, EbralidzeA, LevantiniE, et al (2009) Identification of a myeloid committed progenitor as the cancer-initiating cell in acute promyelocytic leukemia. Blood 114: 5415–5425.1979752610.1182/blood-2008-10-182071PMC2798860

[10] GrimwadeD, EnverT (2004) Acute promyelocytic leukemia: where does it stem from? Leukemia 18: 375–384.1473706910.1038/sj.leu.2403234

[11] WelchJS, YuanW, LeyTJ (2011) PML-RARA can increase hematopoietic self-renewal without causing a myeloproliferative disease in mice. J Clin Invest 121.10.1172/JCI42953PMC306897821364283

[12] ItoK, BernardiR, MorottiA, MatsuokaS, SaglioG, et al (2008) PML targeting eradicates quiescent leukaemia-initiating cells. Nature 453: 1072–1078.1846980110.1038/nature07016PMC2712082

[13] BonnetD, DickJE (1997) Human acute myeloid leukemia is organized as a hierarchy that originates from a primitive hematopoietic cell. Nat Med 3: 730–737.921209810.1038/nm0797-730

[14] ChapiroE, DelabesseE, AsnafiV, MillienC, DaviF, et al (2006) Expression of T-lineage-affiliated transcripts and TCR rearrangements in acute promyelocytic leukemia: implications for the cellular target of t(15;17). Blood 108: 3484–3493.1685799410.1182/blood-2005-09-009977

[15] GuglielmiC, MartelliMP, DiverioD, FenuS, VegnaML, et al (1998) Immunophenotype of adult and childhood acute promyelocytic leukaemia: correlation with morphology, type of PML gene breakpoint and clinical outcome. A cooperative Italian study on 196 cases. Br J Haematol 102: 1035–1041.973465510.1046/j.1365-2141.1998.00871.x

[16] Theilgaard-MonchK, JacobsenLC, BorupR, RasmussenT, BjerregaardMD, et al (2005) The transcriptional program of terminal granulocytic differentiation. Blood 105: 1785–1796.1551400710.1182/blood-2004-08-3346

[17] BorregaardN, CowlandJB (1997) Granules of the human neutrophilic polymorphonuclear leukocyte. Blood 89: 3503–3521.9160655

[18] YuanW, PaytonJE, HoltMS, LinkDC, WatsonMA, et al (2007) Commonly dysregulated genes in murine APL cells. Blood 109: 961–970.1700853510.1182/blood-2006-07-036640PMC1785140

[19] Pandolfi PP (1997) Transgenic models of acute myeloid leukemias. Hematology 1997: Education Program of the American Society for Hematology. San Diego, CA.

[20] EarlyE, MooreMA, KakizukaA, Nason-BurchenalK, MartinP, et al (1996) Transgenic expression of PML/RARalpha impairs myelopoiesis. Proc Natl Acad Sci U S A 93: 7900–7904.875557410.1073/pnas.93.15.7900PMC38846

[21] ParedesJ, FigueiredoJ, AlbergariaA, OliveiraP, CarvalhoJ, et al (2012) Epithelial E- and P-cadherins: Role and clinical significance in cancer. Biochimica et Biophysica Acta (BBA) - Reviews on Cancer 1826: 297–311.2261368010.1016/j.bbcan.2012.05.002

[22] BourG, GaillardE, BruckN, LaleveeS, PlassatJ-L, et al (2005) Cyclin H binding to the RARA activation function (AF)-2 domain directs phosphorylation of the AF-1 domain by cyclin-dependent kinase 7. Proc Natl Acad Sci U S A 102: 16608–16613.1627592210.1073/pnas.0505556102PMC1283805

[23] UyGL, LaneAA, WelchJS, GrieselhuberNR, PaytonJE, et al (2010) A protease-resistant PML-RAR{alpha} has increased leukemogenic potential in a murine model of acute promyelocytic leukemia. Blood 116: 3604–3610.2064756810.1182/blood-2008-11-189282PMC2981479

[24] WelchJS, KlcoJM, VargheseN, NagarajanR, LeyTJ (2011) Rara haploinsufficiency modestly influences the phenotype of acute promyelocytic leukemia in mice. Blood 117: 2460–2468.2119099210.1182/blood-2010-08-300087PMC3317790

[25] ZhouG-b, LiG, ChenS-j, ChenZ (2007) From dissection of disease pathogenesis to elucidation of mechanisms of targeted therapies: leukemia research in the genomic era. Acta Pharmacol Sin 9 1434–1449.1772317710.1111/j.1745-7254.2007.00684.x

[26] IlariaRLJr (2004) Animal models of chronic myelogenous leukemia. Hematol Oncol Clin North Am 18: 525–543, vii.1527139110.1016/j.hoc.2004.03.003

[27] McCormackE, BruserudO, GjertsenBT (2008) Review: genetic models of acute myeloid leukaemia. Oncogene 27: 3765–3779.1826413610.1038/onc.2008.16

[28] LaneAA, LeyTJ (2005) Neutrophil elastase is important for PML-retinoic acid receptor alpha activities in early myeloid cells. Mol Cell Biol 25: 23–33.1560182710.1128/MCB.25.1.23-33.2005PMC538790

[29] SoCW, KarsunkyH, PassegueE, CozzioA, WeissmanIL, et al (2003) MLL-GAS7 transforms multipotent hematopoietic progenitors and induces mixed lineage leukemias in mice. Cancer Cell 3: 161–171.1262041010.1016/s1535-6108(03)00019-9

[30] LavauC, LuoRT, DuC, ThirmanMJ (2000) Retrovirus-mediated gene transfer of MLL-ELL transforms primary myeloid progenitors and causes acute myeloid leukemias in mice. Proc Natl Acad Sci U S A 97: 10984–10989.1099546310.1073/pnas.190167297PMC27135

[31] MinucciS, MonestiroliS, GiavaraS, RonzoniS, MarchesiF, et al (2002) PML-RAR induces promyelocytic leukemias with high efficiency following retroviral gene transfer into purified murine hematopoietic progenitors. Blood 100: 2989–2995.1235141210.1182/blood-2001-11-0089

[32] HeLZ, TribioliC, RiviR, PeruzziD, PelicciPG, et al (1997) Acute leukemia with promyelocytic features in PML/RARalpha transgenic mice. Proc Natl Acad Sci U S A 94: 5302–5307.914423210.1073/pnas.94.10.5302PMC24673

[33] SternsdorfT, PhanVT, MaunakeaML, OcampoCB, SohalJ, et al (2006) Forced retinoic acid receptor alpha homodimers prime mice for APL-like leukemia. Cancer Cell 9: 81–94.1647327610.1016/j.ccr.2005.12.030

[34] McGarry MP, Protheroe CA, Lee JJ (2009) Mouse Hematology: A Laboratory Manual. Long Island, NY: Cold Spring Harbor Laboratory Press. 99 p.

[35] WalterMJ, ParkJS, RiesRE, LauSK, McLellanM, et al (2005) Reduced PU.1 expression causes myeloid progenitor expansion and increased leukemia penetrance in mice expressing PML-RARalpha. Proc Natl Acad Sci U S A 102: 12513–12518.1611308210.1073/pnas.0504247102PMC1188022

[36] RegoEM, WangZG, PeruzziD, HeLZ, Cordon-CardoC, et al (2001) Role of promyelocytic leukemia (PML) protein in tumor suppression. J Exp Med 193: 521–529.1118170310.1084/jem.193.4.521PMC2195907

[37] MacIvorDM, ShapiroSD, PhamCT, BelaaouajA, AbrahamSN, et al (1999) Normal neutrophil function in cathepsin G-deficient mice. Blood 94: 4282–4293.10590073

[38] WartmanLD, LarsonDE, XiangZ, DingL, ChenK, et al (2011) Conserved progression mutations revealed by sequencing a mouse acute promyelocytic leukemia genome. J Clin Invest 121: 1445–1455.2143658410.1172/JCI45284PMC3069786

[39] MartensJH, BrinkmanAB, SimmerF, FrancoijsKJ, NebbiosoA, et al (2010) PML-RARalpha/RXR alters the epigenetic landscape in acute promyelocytic leukemia. Cancer Cell 17: 173–185.2015960910.1016/j.ccr.2009.12.042

[40] PaytonJE, GrieselhuberNR, ChangLW, MurakamiM, GeissGK, et al (2009) High throughput digital quantification of mRNA abundance in primary human acute myeloid leukemia samples. J Clin Invest 119: 1714–1726.1945169510.1172/JCI38248PMC2689138

# Supplementary material for: Expression and Function of PML-RARA in the Hematopoietic Progenitor Cells of Ctsg-PML-RARA Mice
**Source:** PLoS One. 2012 Oct 8;7(10):e46529. doi: 10.1371/journal.pone.0046529
**Supplement:** Data S1 — Comparative gene expression analysis between cell populations derived from Ctsg-PML-RARA versus WT mice. The supplementary data includes a summary of gene expression differences (by ANOVA and SAM analysis) for comparisons between Ctsg-PML-RARA and WT SLAM, KLS, CMP, GMP, MEP and promyelocyte cell populations. The analysis includes a comparison of dysregulated genes to previously identified PML-RARA binding sites and to known dysregulated mRNA abundance identified in primary human APL samples [39], [40].

**Data S1. Supplementary Data**

To determine the earliest changes in gene expression that may be driven by *PML-RARA* expression, we compared the gene expression profiles of *Ctsg-PML-RARA* versus WT SLAM cell populations. There were 69 unique, annotated genes that are significantly dysregulated by ANOVA with a p-value < 0.001 and fold change of ≥ 2; however, there were no significantly dysregulated genes by SAM analysis using a fold change of at least 2 and a false discovery rate (FDR) = 0. Of the significantly dysregulated genes by ANOVA, 38/69 are down-regulated (55%) in *Ctsg-PML-RARA* SLAM cells. 

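In SLAM cells the gene groups with lower values in mCG-PR samples were those of secondary granules, cell division and B cells. Negative differences were found for 15 of 16 secondary granule genes (camera adjusted p = 3.64e-05), 31 of 33 cell cycle genes (adjusted p = 4.78e-05) and 11 of 13 B cell genes (adjusted p = 0.00153). With an estimated correlation the adjusted p values were 0.604, 0.570 and 0.549. Adjusted over the list alone no gene of these 3 lists passed. Among secondary granule genes, Ltf had a log2 difference of -2.76 and Ngp, neutrophilic granule protein, of -2.42. WT SLAM replicate 2 carries high intensities of several such genes. Lower as lists were also immediate early and stress genes (14 of 19 negative; Atf3, a stress-induced transcription factor, -4.52), erythroid genes (15 of 19; Car1, an erythroid carbonic anhydrase, -3.86), macrophage genes (9 of 11) and monocyte and dendritic cell genes (17 of 23). Their adjusted p values were 0.00336, 0.0138, 0.0217 and 0.0277, and 0.570, 0.597, 0.658 and 0.704 with an estimated correlation. Interferon response genes had higher values (14 of 18 positive, adjusted p = 0.0324, and adjusted p = 0.549 with an estimated correlation). The methods' test called 77 probesets of 75 genes, 38 genes lower and the rest higher in mCG-PR samples. By limma none of them passed. Sex-linked transcripts shifted too (adjusted p = 0.0122, and adjusted p = 0.570 with an estimated correlation). Single samples decided these lists. Without WT SLAM replicate 2 the adjusted p was 0.255 for secondary granules and for the cell cycle, 0.0845 for B cells, 0.476 for erythroid genes, 0.501 for macrophages and 0.543 for monocytes and dendritic cells. Without WT SLAM replicate 1 it was 0.327 for stress genes and 0.324 for interferon response. Without mCG-PR SLAM replicate 1 it was 0.0725 for erythroid genes and 0.289 for monocytes and dendritic cells, and without mCG-PR SLAM replicate 2 it was 0.0502 for erythroid genes, 0.653 for macrophages and 0.0749 for sex-linked genes.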

Only 1/69 KLS ANOVA hits (1%) overlapped with the ChIP binding sites (near 487 unique annotated genes identified in both NB4 cells and 2 human APL samples) identified by Martens et al.[39] This gene is down-regulated in *Ctsg-PML-RARA* mice. However, from our group’s previously published data, only 3 of the top 40 genes (7.5%) dysregulated in primary human APL samples (by mRNA abundance) overlap with the previously identified ChIP binding sites, which demonstrates that although *PML-RARA* acts as a putative repressor of gene expression, its effects on the overall transcriptome are complex.[40]

In the comparison of gene expression between *Ctsg-PML-RARA* and WT KLS cell populations, there were 42 unique, annotated genes that are significantly dysregulated by ANOVA with a p-value < 0.001 and fold change of ≥ 2. Of these genes, 18/42 are down-regulated (43%) in *Ctsg-PML-RARA* mice. 

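In mCG-PR KLS cells, genes of cell division had higher values and genes of stem cells lower values than in WT KLS cells. Of 33 cell cycle genes 31 had a positive difference and 17 were higher when adjusted over the list alone, among them Mki67 (0.91), Ccna2 (0.85) and Aurka (0.84). The list rose by camera (adjusted p = 7.16e-14, and adjusted p = 0.549 with an estimated correlation). Of 23 stem cell genes 15 had a negative difference and 6 were lower when adjusted over the list alone, among them the transcription factors Hoxb4 (-0.92), Hlf (-0.61) and Meis1 (-0.58). That list fell (adjusted p = 9.09e-04, and adjusted p = 0.511 with an estimated correlation). By the labels the WT KLS mice were 12 or 13 weeks old, and of the mCG-PR KLS mice 2 were 13 and 3 were 6 weeks old; the paper gives 13 and 6 weeks. At 12 and 13 weeks only, with 4 WT and 2 mCG-PR samples, the cell cycle list (adjusted p = 1.63e-05) and the stem cell list (adjusted p = 0.00716) passed at the preset correlation, and limma called 0 probesets; the list tests by age and array run were added after the data were seen. Genes of monocytes and dendritic cells rose as a list (18 of 24 positive, adjusted p = 0.00191, and adjusted p = 0.549 with an estimated correlation). By limma Irf8 and Siglech, a receptor of plasmacytoid dendritic cells (log2 change 1.55 (SE 0.22, adjusted p = 0.0262), at least 1.39-fold), passed over all genes. B cell genes rose as well (9 of 11 positive, adjusted p = 0.00403, and adjusted p = 0.549 with an estimated correlation), with Il7r, the interleukin-7 receptor, at 1.62 and Dntt, the terminal transferase of lymphoid progenitors, at 0.69. Both were higher when adjusted over the list alone. NADPH oxidase and phagocyte genes had 15 of 19 positive differences (adjusted p = 0.0256, and adjusted p = 0.587 with an estimated correlation; adjusted p = 0.0709 without the genes of Table S7) and interferon response genes 14 of 17 (adjusted p = 0.0383, and adjusted p = 0.570 with an estimated correlation). Erythroid genes (13 of 18 negative, adjusted p = 0.00403, and adjusted p = 0.549 with an estimated correlation) and secondary granule genes (9 of 15 negative, adjusted p = 0.0382, and adjusted p = 0.597 with an estimated correlation) fell as lists. Taken without regard to the direction of Table S7, in which 13 of the 22 genes fall, these genes, chosen on other samples, shifted up (16 of 22 positive, adjusted p = 0.0212, and adjusted p = 0.549 with an estimated correlation); most did not have the direction of Table S7 here. At 12 and 13 weeks only, the monocyte (0.00310), B cell (0.00215) and erythroid (0.0290) lists passed by adjusted p, and the phagocyte (0.406), interferon (0.788), secondary granule (0.0749) and Table S7 (0.228) lists did not. With the array run as a block the interferon (0.0685) and secondary granule (0.0583) lists did not pass. Within 1 run the secondary granule list did not (0.0757). The ribosomal protein list, which was not called over all KLS samples, fell in both at the preset correlation (0.00152). Further genes that passed limma were Mpeg1, the perforin of macrophages (1.24 (SE 0.17, adjusted p = 0.0262)), Fkbp5, a glucocorticoid-induced immunophilin (1.2), and, lower, Smok2a (-1.44 (SE 0.20, adjusted p = 0.0262)), 9530091C08Rik (-1.90, at least 1.55-fold) and Nsun7, below 200 in all mCG-PR samples. By the methods' test 56 probesets of 51 genes differed, 26 genes lower. Of the 7 genes that passed limma at gene level, 6 did not pass without WT KLS replicate 1 or 2, the 13-week mCG-PR replicate 1 or the 6-week mCG-PR replicate 2, 5 without the 6-week mCG-PR replicate 1, and 3 without the 13-week mCG-PR replicate 2 or, of 6 then tested, WT KLS replicate 4. Siglech had its highest adjusted p, 0.135, without WT KLS replicate 4. The NADPH oxidase list lost its call without the 6-week mCG-PR replicate 2 (adjusted p = 0.318) and WT KLS replicate 3 (0.0694), the Table S7 genes without the 6-week mCG-PR replicate 2 (0.0853) and the erythroid list without WT KLS replicate 3 (0.225). The interferon list lost it without WT KLS replicate 1 (0.0501) or 3 (0.25) and without the 6-week mCG-PR replicates 1 (0.144) and 2 (0.146). The secondary granule list lost it without WT KLS replicate 2 (0.0614) or 3 (0.0990), the 13-week mCG-PR replicate 1 (0.0621) and the 6-week mCG-PR replicates 1 (0.160) and 3 (0.145).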

Only 2/42 KLS ANOVA hits (5%) overlapped with the previously identified ChIP binding sites.[39] Both of these genes are down-regulated in *Ctsg-PML-RARA* mice. In the SAM analysis (fold change ≥ 2 and a FDR = 0), there were 9 unique genes that were significantly dysregulated in the *Ctsg-PML-RARA* mice, and all are down-regulated in the *Ctsg-PML-RARA* mice.

In the comparison of gene expression between *Ctsg-PML-RARA* and WT CMPs, there were 129 unique, annotated genes that are significantly dysregulated by ANOVA with a p-value < 0.001 and fold change of ≥ 2. Of these genes, 99/129 are down-regulated (77%). 

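In mCG-PR CMPs, genes of phagocytes and of monocytes and dendritic cells had lower values, and genes of basophils and mast cells higher values. Of 19 NADPH oxidase and phagocyte genes 17 were negative and 10 were lower when adjusted over the list alone, among them Cybb (-1.51) and Ncf4 (-1.19), subunits of the oxidase. The list fell (adjusted p = 1.76e-08, and adjusted p = 0.549 with an estimated correlation). Of 25 monocyte and dendritic cell genes 9 were lower and 3 higher over the list alone (adjusted p = 0.0324, and adjusted p = 0.570 with an estimated correlation), with Ly86, a Toll-like receptor partner, at -1.61 and Flt3 at 1.54. Of 23 basophil and mast cell genes 4 were higher over the list alone, Cpa3, Mcpt8, Il6 (2.86) and Gata2 (1.2), and 2 were lower, the proteases Gzmb (-1.81) and Prss34 (-1.67). That list rose (adjusted p = 0.00754, and adjusted p = 0.549 with an estimated correlation). Several of these genes are in Table S7; without the genes of Table S7 the adjusted p was 8.05e-06 for the phagocyte list, 0.761 for the monocyte list and 0.0841 for the basophil list. Megakaryocyte genes rose as a list (13 of 14 positive, adjusted p = 0.00148, and adjusted p = 0.549 with an estimated correlation), with Plek, pleckstrin of platelets, at 1.51. So did stem cell genes (18 of 21 positive, adjusted p = 0.00258, and adjusted p = 0.570 with an estimated correlation), T and NK cell genes (11 of 12, adjusted p = 0.00286, and adjusted p = 0.549 with an estimated correlation), erythroid genes (16 of 19, adjusted p = 0.00857, and adjusted p = 0.704 with an estimated correlation), mature neutrophil genes (14 of 19, adjusted p = 0.0105, and adjusted p = 0.549 with an estimated correlation) and interferon response genes (11 of 15, adjusted p = 0.0427, and adjusted p = 0.549 with an estimated correlation). Cell cycle genes fell (32 of 33 negative, adjusted p = 1.14e-05, and adjusted p = 0.603 with an estimated correlation). With gene values limma called Clec2i, a lectin of the natural killer receptor family (3.52 (SE 0.27, adjusted p = 0.0141), at least 6.11-fold), Cdh1, Abca4, a lipid transporter (1.95 (SE 0.20, adjusted p = 0.0410), at least 1.15-fold), and, lower, Pyhin1, an interferon-induced gene, which read 1177 ± 243 in WT and 201 ± 37.3 in mCG-PR samples (-2.55 (SE 0.23, adjusted p = 0.0299)). By the methods' test 171 probesets of 122 genes differed, 88 genes lower. mCG-PR CMP replicate 5114 has fewer detected probesets than the other CMP samples. Of the 4 genes limma called, 0 passed without mCG-PR CMP replicate 5113, 5115 or 5116 or WT CMP replicate 4112, 1 passed without WT CMP replicate 4113 and 2 passed without mCG-PR CMP replicate 5114. The monocyte list lost its call without mCG-PR replicate 5115 (adjusted p = 0.111) or 5116 (0.0752) or WT replicate 4112 (0.0539), and the erythroid list without mCG-PR replicate 5113 (0.0757) or WT replicate 4112 (0.205) or 4113 (0.0842). The interferon list lost it without mCG-PR replicate 5114 (0.152) or 5116 (0.106) or WT replicate 4112 (0.0737) or 4113 (0.157), the mature neutrophil list without mCG-PR replicate 5116 (0.0509) and the stem cell list without WT replicate 4113 (0.120).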

Only 7/129 CMP ANOVA hits (5%) overlapped with the previously identified ChIP binding sites.[39] All 7 of these genes are down-regulated in *Ctsg-PML-RARA* mice. In the SAM analysis (fold change ≥ 2 and a FDR = 0), there were 21 unique genes that were significantly dysregulated in the *Ctsg-PML-RARA* mice, and 9/21 (43%) are down-regulated in the *Ctsg-PML-RARA* mice.

In the comparison of gene expression between *Ctsg-PML-RARA* and WT GMPs, there were 151 unique, annotated genes that are significantly dysregulated by ANOVA with a p-value < 0.001 and fold change ≥ 2. Of these genes, 104/151 are down-regulated (69%). 

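In mCG-PR GMPs the gene groups with higher values included those of basophils and mast cells, and those with lower values the genes of monocytes and dendritic cells. Of 24 basophil and mast cell genes 19 were positive, and 8 were higher when adjusted over the list alone, among them Ms4a2, the beta chain of the high-affinity IgE receptor (2.44), Csf2rb2, a receptor chain for interleukin-3 (2.00), and Hdc, histidine decarboxylase (1.98). The list rose (adjusted p = 5.44e-07, and adjusted p = 0.549 with an estimated correlation), as it did without the genes of Table S7 (adjusted p = 0.000207). Of 24 monocyte and dendritic cell genes 7 were lower over the list alone, among them Ly86 (-1.67). That list fell by camera (adjusted p = 0.00168, and adjusted p = 0.511 with an estimated correlation) and by fry (adjusted p = 0.00847), and without the genes of Table S7 its camera adjusted p was 0.236. NADPH oxidase and phagocyte genes fell (14 of 19 negative, adjusted p = 0.0192, and adjusted p = 0.658 with an estimated correlation), with 5 lower and 2 higher over the list alone; without the genes of Table S7 the adjusted p was 0.317. Erythroid genes fell (15 of 18 negative, adjusted p = 0.00168, and adjusted p = 0.570 with an estimated correlation) and so did cell cycle genes (26 of 33, adjusted p = 0.0383, and adjusted p = 0.759 with an estimated correlation). Primary granule genes (14 of 16 positive, adjusted p = 0.00407, and adjusted p = 0.642 with an estimated correlation), secondary granule genes (12 of 15, adjusted p = 0.0493, and adjusted p = 0.570 with an estimated correlation) and eosinophil genes (9 of 10, adjusted p = 0.00914, and adjusted p = 0.549 with an estimated correlation) rose as lists. T and NK cell genes rose (11 of 12, adjusted p = 0.00153, and adjusted p = 0.549 with an estimated correlation), with Thy1 (2.32) and Tcf7 (2.06) higher over all genes. Of 11 measured genes in the list of Ctsg and its neighbours on the chromosome, 10 were positive (adjusted p = 0.0256, and adjusted p = 0.549 with an estimated correlation); Mcpt8 is one of them and the only one that passed limma. With gene values limma called 24 genes higher and 8 lower. The largest rises outside Cdh1, Cpa3 and Mcpt8 were Esm1, an endothelial proteoglycan (3.77 (SE 0.48, adjusted p = 0.0197), at least 1.28-fold), Perp, a desmosomal p53 target (3.20, at least 2.34-fold), Xkrx (3.13 (SE 0.28, adjusted p = 0.00455), at least 1.74-fold), Nt5e (3.06, at least 1.70-fold), Abp1, diamine oxidase (2.99, at least 1.5-fold), Abca8b, a lipid transporter, and Il6, both below 200 in all WT samples and with no bound above 1. The falls were Mef2c, a transcription factor of monocytes and lymphoid cells, from 892 to 269 (-1.70 (SE 0.26, adjusted p = 0.0485)), Ptpn7, a phosphatase of blood cells (-1.49), BC035044 (-1.44), Coro2a, an actin-binding protein (-1.39), Atp2b4, a calcium pump (-1.64, at least 1.87-fold), Spire1 (-1.82, at least 1.00-fold), Klrb1f (-1.43, at least 1.58-fold) and 5730494M16Rik (-1.24). By the methods' test 245 probesets of 166 genes differed, 122 genes lower. mCG-PR GMP replicate 5216 has fewer detected probesets than the other GMP samples. Of the 21 named genes that limma called, Cdh1, Cpa3 and Xkrx passed without any 1 sample, and 18 did not pass without WT GMP replicate 4212 or 4213, 15 without WT GMP replicate 4210, 16 without mCG-PR GMP replicate 5215, 12 without WT GMP replicate 4211 or mCG-PR GMP replicate 5213 or 5214, and 3 without mCG-PR GMP replicate 5216. The phagocyte list lost its call without mCG-PR replicate 5214 (adjusted p = 0.0631) or 5216 (0.0525) or WT replicate 4210 (0.0848) or 4211 (0.0880), and the cell cycle list without mCG-PR replicate 5216 (0.515) or WT replicate 4210 (0.120) or 4211 (0.238). The primary granule list lost it without WT replicate 4212 (0.0641) or 4213 (0.0596). The secondary granule list lost it without mCG-PR replicates 5213 (0.114), 5215 (0.110) and 5216 (0.0509) and WT replicates 4210 (0.0688), 4212 (0.110) and 4213 (0.0719), and the list of Ctsg and its neighbours without mCG-PR replicates 5214 (0.162) and 5216 (0.0683) and WT replicates 4212 (0.0886) and 4213 (0.0640).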

Only 11/151 GMP ANOVA (7%) hits overlapped with the previously identified ChIP binding sites.[39] 9/11 of these genes are down-regulated in *Ctsg-PML-RARA* mice. In the SAM analysis (fold change ≥ 2 and a FDR = 0), there were 20 unique genes that were significantly dysregulated in the *Ctsg-PML-RARA* mice, and 17/20 (85%) are down-regulated in the *Ctsg-PML-RARA* mice.

In the comparison of gene expression between *Ctsg-PML-RARA* and WT MEPs, there are 28 unique genes that were significantly dysregulated by ANOVA with a p-value < 0.001 and fold change ≥ 2. Of these genes, 15/28 are down-regulated (54%). 

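In MEPs limma called no probeset, and the gene groups with higher values in mCG-PR samples were those of granulocytes, basophils and mast cells. Primary granule genes rose as a list (11 of 13 positive, adjusted p = 0.00169, and adjusted p = 0.549 with an estimated correlation); Serpinb1a, an inhibitor of granule proteases, was higher over the list alone (1.52), and Mpo had a log2 difference of 2.27. mCG-PR MEP replicates 5315 and 5316 hold the high Mpo and Ctsg intensities. They also read 793 and 391 for Cd34, on whose absence MEPs were sorted, while the other 6 MEP samples read 36.2 to 126. Mature neutrophil genes rose (14 of 17, adjusted p = 0.00328, and adjusted p = 0.549 with an estimated correlation), with Fcgr3 (0.72), Mmp25 (0.52) and Pglyrp1 (0.51) higher over the list alone. Basophil and mast cell genes rose (10 of 15, adjusted p = 0.00338, and adjusted p = 0.549 with an estimated correlation), with Cpa3, Mcpt8 and Csf2rb higher over the list alone; without the genes of Table S7 the adjusted p was 0.125. T and NK cell genes (11 of 12, adjusted p = 0.0153, and adjusted p = 0.549 with an estimated correlation) and NADPH oxidase and phagocyte genes (13 of 16, adjusted p = 0.0383, and adjusted p = 0.549 with an estimated correlation) rose as well, the latter with an adjusted p of 0.0709 without the genes of Table S7. Cell cycle genes fell as a list (28 of 33 negative, adjusted p = 4.60e-04, and adjusted p = 0.549 with an estimated correlation) and so did erythroid genes (16 of 19, adjusted p = 0.0383, and adjusted p = 0.570 with an estimated correlation). Their medians were -0.13 and -0.11 on the log2 scale, and no member passed over the list alone. Without both replicates 5315 and 5316, an alternative added after the data were seen, the primary granule (adjusted p = 0.0695), mature neutrophil (0.448), phagocyte (0.653) and erythroid (0.377) lists did not pass, and the basophil and mast cell (0.00363), T and NK cell (0.00377) and cell cycle (0.00916) lists did. The methods' test called 24 probesets of 24 genes, 16 genes lower, while limma gave a lowest adjusted p of 0.396. The erythroid list lost its call without mCG-PR MEP replicates 5313 (adjusted p = 0.0707), 5315 (0.0893) and 5316 (0.118) and WT MEP replicate 4312 (0.157). The phagocyte list lost it without mCG-PR replicates 5315 (0.226) and 5316 (0.0839) and WT replicate 4310 (0.268), and the T and NK cell list without mCG-PR replicates 5313 (0.146) and 5316 (0.0526) and WT replicate 4312 (0.0673).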

2/28 MEP ANOVA (7%) hits overlapped with the previously identified ChIP binding sites.[39] Both of these genes are up-regulated in *Ctsg-PML-RARA* mice. In the SAM analysis (fold change ≥ 2 and a FDR = 0), there were 5 unique genes that were significantly dysregulated in the *Ctsg-PML-RARA* mice, and all 5 are down-regulated in the *Ctsg-PML-RARA* mice.

In the comparison of gene expression between *Ctsg-PML-RARA* and WT promyelocytes, there are 679 unique genes that were significantly dysregulated by ANOVA with a p-value < 0.001 and fold change ≥ 2. Of these genes, 9/679 are down-regulated (1.3%). 

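In mCG-PR promyelocytes, erythroid genes fell and genes of cell division, primary granules, interferon response and stress rose as lists. Of 19 erythroid genes 18 were negative and 6 lower over the list alone, among them Rhag, a red cell membrane protein (-1.90), and Hbb-b1, a beta globin (-1.40); the list fell (adjusted p = 0.00118, and adjusted p = 0.587 with an estimated correlation). Of 33 cell cycle genes 29 were positive (adjusted p = 9.81e-06, and adjusted p = 0.549 with an estimated correlation), and none passed over the list alone. Primary granule genes rose (13 of 16, adjusted p = 0.00771, and adjusted p = 0.549 with an estimated correlation), with Calr, a chaperone of the endoplasmic reticulum (1.04), and Mpo (0.49) higher over the list alone. Immediate early and stress genes rose (11 of 19 positive, adjusted p = 0.00781, and adjusted p = 0.570 with an estimated correlation), with Hspa1a, a heat shock protein (2.45), Jun (1.31) and Gadd45b (1.30) higher over the list alone. Interferon response genes rose too (16 of 18, adjusted p = 0.00316, and adjusted p = 0.549 with an estimated correlation). With gene values limma called 9 genes higher and 9 lower. Higher were the olfactory receptors Olfr1404 (3.31 (SE 0.34, adjusted p = 0.00311), at least 3.75-fold) and Olfr1110 (1.89, at least 1.40-fold), Gsdmc4, of the gasdermin family (2.81 (SE 0.29, adjusted p = 0.00311), at least 1.87-fold), Slc25a35, a mitochondrial carrier, 4930565O14 and the immunoglobulin heavy chain genes Igh (2.41) and Igh-3 (2.38 (SE 0.33, adjusted p = 0.0221)). Lower were Ibsp, bone sialoprotein of osteoblasts (-2.63 (SE 0.38, adjusted p = 0.0221), at least 1.69-fold), Cxcl12, a chemokine of marrow stroma (-1.80 (SE 0.22, adjusted p = 0.0110), at least 1.33-fold), Kng1 (-2.42, at least 1.10-fold), Serping1, an inhibitor of complement, Krt15, Trp53rk and Slc25a41. Without the filter on intensity Gsdmc4 had a log2 difference of -0.24 and Olfr1110 of -0.40. By the methods' test 649 probesets of 538 genes differed, 18 genes lower. The mCG-PR samples and the first 3 WT replicates lie in different array runs. Against the 3 WT samples of the first run limma called 11084 probesets, and against the 3 WT samples of the later runs 1; the 2 sets of WT samples differed from each other in 22. The median log2 difference of the erythroid list was -0.72 between the 2 sets of WT samples, -1.25 between mCG-PR samples and the first set and -0.21 between mCG-PR samples and the later set, a comparison added after the data were seen. For the cell cycle list these medians were 0.22, 0.44 and 0.25, for primary granules 0.17, 0.31 and 0.24, for stress genes -0.34, 0.35 and 0.40, and for interferon response 0.45, 0.58 and 0.13. Sex-linked transcripts also differed between the groups: Xist read 1843 ± 2066 in WT and 4944 ± 348 in mCG-PR promyelocytes. The medians of the sex-linked list were 1.19, -0.93 and -2.11 in the same order, so run and sex cannot be told apart between the sets of WT samples. Of the 18 genes limma called, 15 did not pass without mCG-PR promyelocyte replicate 1, and fewer did not without mCG-PR replicate 2 or 3 (12 and 11 of 17 then tested), WT replicate 5 (9), WT replicate 2 or 3 (6 each) or WT replicate 1 (1). Without mCG-PR replicate 2 the erythroid list had an adjusted p of 0.0516 and the list of stress genes one of 0.0936.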

20/679 promyelocyte ANOVA hits (3%) overlapped with the previously identified ChIP binding sites.[39] All 20 of these genes are up-regulated in mCG-PR mice. In the SAM analysis (fold change ≥ 2 and a FDR = 0), there were 134 unique genes that were significantly dysregulated in the *Ctsg-PML-RARA* mice, and 1/134 (<1%)) are down-regulated in the *Ctsg-PML-RARA* mice.

How the deposited data were processed for this re-analysis (not part of the article)

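Gene expression was measured on Affymetrix mouse exon arrays in 52 sorted bone marrow samples of WT and mCG-PR mice, in 2 sorted samples of Ctsg-deficient mice and in 15 leukemias of mCG-PR mice, 69 arrays in all. As the paper states, total RNA was amplified with the NuGen system, and the authors normalized the arrays by RMA in Expression Console and tested them in Partek with the core probesets. The submitters' processing notes name RMA, Partek 6.6 and the mm9 genome build. The authors' deposited values are intensities of 451804 probesets on a linear scale, normalized over the arrays, and the column medians run from 71.9 to 83.2. From the deposited intensities, log2 values were taken with no pseudocount, since the lowest intensity is 2.01; no further normalization was applied in the tests reported at the claims.

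Probesets were named through the platform annotation. A probeset with 1 gene symbol (259073) was used under that symbol, and probesets with several symbols (1886) or none (190845) were not tested. The annotation used here does not mark the core class, so singly named probesets stand in for it. The legend's probeset of S100a8 was not used here, and the singly named S100a8 probeset of highest mean took its place. Coordinates are not given, since the genome build of the files was not used here; the table of gene names and neighbours is of GRCm38.p6.

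Samples were grouped by the sorted population and genotype in the sample labels and the paper. Marrow of individual mice gave separate samples, and no 2 arrays held identical values. Within each population WT and mCG-PR samples were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 intensity), on probesets with an intensity of at least 200 in at least 1 sample of the comparison, at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The paper's own threshold, an unadjusted p under 0.001 from one-way analysis of variance with a change of at least 2-fold, was run on the linear intensities of the same probesets, with the ratio of means as the fold, so it differs from limma in scale as well as in threshold; the paper's text does not name the scale of its analysis of variance. The two-tailed test of Ctsg was likewise run on linear intensities, with equal variances. Gene values are the median of a gene's tested probesets, and limma was repeated on them at the same thresholds; members of gene lists and differences of the genotype effect were called by the adjusted p alone. Steps between populations, and differences of the genotype effect between populations, were tested in limma fits over the samples they concern. Single values of fewer than 10 samples were compared by exact permutation tests. Clustering used 1 minus the Pearson correlation of probesets standardized over the samples, and average linkage, with an exact one-sided permutation test of the distance between against within genotypes. The 24 gene lists were tested with camera (preset correlation 0.01 and estimated) and fry.

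The rule for the genes named in the text was written before the data were examined, when the values in the paper's figures and Tables S1 to S13 had been seen. It takes every mouse gene the paper names for these arrays, the 22 genes of Table S7, and for each comparison of WT and mCG-PR samples the 10 genes with the largest rise and the 10 with the largest fall among those with an adjusted p under 0.05, a change of at least 2-fold and no overlap between the groups. It also takes up to 4 members with the largest change of each list that shifts, and Rara, Pml and sex-linked genes as checks. Other genes are said to be chosen after their values were seen.

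An array gives no count of molecules, and its precision is limited by the number of arrays and by signal over background. An intensity of 200 is the paper's threshold for a detected probeset, and where a gene that limma called, or a gene of Table S7 named alone, was below it in all samples of a group, a lower bound of the change is given too, or no change where that bound is under 1; members of gene lists are given as log2 differences only. Limma within each population was first run on simulated data with known changes. So were camera, in GMPs, and the difference of the genotype effect between CMPs and MEPs. The analysis of variance was compared with that of R, and the exact permutation test with a known answer. Fry, the clustering test, the splits and the fits with blocks or over all sorted groups were not run on simulated data. The alternatives were the paper's own test with and without adjustment, limma without adjustment, no filter on intensity, a second quantile normalization, a fit over all sorted groups, gene values, the replicate number as a block, the array number run as a block (fixed in KLS cells, random in promyelocytes and neutrophils), single array runs or ages, and leaving out each sample in turn. Fits with the replicate number as a block used only samples whose number occurs in both genotypes. The paper's SAM analysis was not repeated, and the human arrays, the RT-PCR and the comparison with binding sites were not analysed here.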

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

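The tests of granulocytes and of genotype in the Ctsg KO arrays, of basophil progenitors and of age in CMPs and GMPs, and the splits of whole mice were chosen only after the results were seen; the other tests here were set before.

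Single samples stood apart from their group for 6 of 153 combinations of a gene and a group of 4 to 10 samples, by the gap to the nearest sample over the range; chance alone marks about 1 in 20. Ctsg in WT promyelocyte replicate 3 read 6027.71 where the others read 7033.88 to 7540.5. Cd34 read 10699.1 in mCG-PR CMP replicate 5115 (others 8411.68 to 8688) and 6086.65 in mCG-PR GMP replicate 5216 (others 8658.2 to 8768.6). Ela2 read 9675.53 in mCG-PR GMP replicate 5214 (others 11989.4 to 12475.1), S100a8 8193.67 in WT neutrophil replicate 4 (others 10888.5 to 11499.3), and Pml 419.69 in the 6-week mCG-PR KLS replicate 3 (others 550.849 to 613.153).

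The effect of genotype differed between populations by limma for 6 genes in CMPs against MEPs and for 17 genes in GMPs against MEPs. With the populations split independently, 6 of 100 drawn splits gave as many genes for the first (highest other count 24) and 2 of 100 for the second (highest other count 34). The sample numbers share their last 2 digits across these populations and may mark the same mice, so the mice were also split as a whole. Then 2 of 35 splits gave as many for the first (highest other count 20), where chance cannot be excluded, and 1 of 35 for the second (highest other count 1), where it is excluded at 0.05. Between CMPs and GMPs, and between promyelocytes and neutrophils, the count was 0 and all 100 of 100 splits gave as many (highest other counts 1 and 13). The clustering of 1 population on the methods' test's probesets of another was also repeated over 35 splits of whole mice, with the probesets chosen again in each. As large a distance difference was given by 1 of 35 splits for GMPs on CMP probesets (real 0.83, highest other 0.407) and by 1 of 35 for CMPs on GMP probesets (real 0.695, highest other 0.597), which excludes chance at 0.05. For MEPs it cannot be excluded: 3 of 35 splits were as large on CMP probesets (real 0.213, highest other 0.410) and 3 of 35 on GMP probesets (real 0.186, highest other 0.479). The distances rest on unlike numbers of probesets. The other splits chose 4 to 127 CMP probesets against the real 171, and 3 to 55 GMP probesets against the real 245. The split at 0.479 used 3, so these splits do not decide whether the MEP separation arose by chance. The paper does not list genes for neutrophils, where limma called 6 genes at gene level.

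Neutrophil genes were found in the 2 Ctsg KO arrays labelled as KLS cells, which the paper uses for Ctsg alone. Ltf read 9741.97 there against 325.46 in WT KLS cells, and Ly6g 1455.6 against 30.3905. Of the 37 measured genes of the secondary granule and mature neutrophil lists, 94.6% were above every other KLS array, against 21.8% of all genes. So were 73.3% of B cell, 66.7% of macrophage and 57.9% of erythroid genes, but 13.3% of megakaryocyte and 4.3% of stem cell genes. Mature granulocytes among the sorted cells may account for the neutrophil genes, although sorting against lineage markers would remove them. Both arrays, 2 of 2, correlated best, across genes, with a promyelocyte or neutrophil group, with WT neutrophils (r of 0.436 and 0.346, against 0.0831 and 0.0987 with WT KLS cells), so a wrong population label stays open too. The Ctsg intensity of probeset 5542324 keeps the genotype label, while probeset 4605174 read 285 in the Ctsg KO arrays and 251 in WT KLS cells. The Ctsg KO genotype, a biological explanation, cannot be told apart, since 0 other sorted populations of that genotype were compared.

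Basophil and mast cell genes rose as a list in mCG-PR CMPs and GMPs by camera at the preset correlation, a call lost in both with an estimated correlation (adjusted p = 0.549) and in CMPs without the genes of Table S7 (adjusted p = 0.0841); in CMPs 7 of 23 members were negative, with Gzmb (-1.81) and Prss34 (-1.67) lower over the list alone. The 2 arrays with fewer detected probesets do not account for it: without them the mean log2 difference of the list was at least 1.19 times the value with them. Basophil or mast cell progenitors inside the sort gates may account for it. Without the genes of Table S7 the members' median log2 difference was still 0.352 in CMPs and 0.397 in GMPs. A rise of these genes within the CMPs and GMPs themselves would give the same, so these medians do not tell the explanations apart. Age cannot be told apart from genotype, since the genotypes share 0 ages in the labels (7 weeks in WT, 9 weeks in mCG-PR). An effect of PML-RARA on these cells, the biological explanation, stays open beside these.

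Many more genes passed the methods' test in promyelocytes than elsewhere, nearly all of them higher in mCG-PR samples. A difference between array number runs may account for part of it: WT samples of the later runs against those of the first run gave 1130 genes at limma's unadjusted threshold, where mCG-PR samples gave 360 against the later runs, a ratio of 3.14, and 2746 against the first run. The sex-linked list also differed between these WT sets (median log2 difference 1.19, later minus first). Run and sex thus cannot be told apart in the comparison of WT samples. X- and Y-linked genes do not make up the difference: the X and Y chromosomes held 4.30% of the called genes with a known place and 3.14% of those tested, a ratio of 1.37. The biological explanation, genotype, is not excluded and cannot be separated from the run, since no mCG-PR sample shares a run with a WT sample.

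Whether other splits of the same samples call as much was counted for each comparison with at least 3 samples per group. Lists are adjusted here over the 24 of each population alone, which gives 11 shifted lists in CMPs where adjustment over all 168 list tests gives 10. In GMPs 1 of 35 splits gave as many probesets as the real 122 (highest other 0) and 1 of 35 as many lists as the real 10 (highest other 8), and in KLS cells 1 of 100 gave as many probesets as the real 5 (highest other 2), which excludes chance at 0.05. The KLS splits do not follow the array run, and the KLS count was 0 with the run as a fixed block and 0 within 1 run. For the KLS lists it cannot be excluded (5 of 100 splits, real 9, highest other 11), nor for the CMP probesets (2 of 35, real 28, highest other 29) and lists (3 of 35, real 11, highest other 11). The CMP split with 29 exchanges mCG-PR replicate 5113 and WT replicate 4111. Xist ranged from 28.5 to 4477.5 in WT CMPs and from 32.9 to 5281 in mCG-PR CMPs. Both groups thus mix samples of low and high values of this sex-linked transcript. Whether the split with 29 follows it was not tested, so that split may not stand for chance alone. For MEPs the real count of 0 probesets was reached by all 35 of 35 splits (highest other 0), and 7 lists by 4 of 35 (highest other 10). In neutrophils the figures were 35 of 35 (real 0, highest other 0) and 13 of 35 for lists (real 6, highest other 12). In promyelocytes 3 of 84 splits gave as many probesets as the real 20, which lies under 0.05, but the highest other split gave 7490.0. That split sets WT replicates 1 to 3, all of the first array run, against the rest, which points to a structure in these samples. The sex-linked list also differed between WT samples of the later and the first runs (median log2 difference 1.19), so run and sex cannot be told apart there. With the run as a random block the promyelocyte count was 1. For the promyelocyte lists 65 of 84 splits gave as many as the real 5 (highest other 12). For the 8 genes called alike in CMPs and GMPs, 1 of 100 splits drawn independently for the populations and 1 of 35 splits of whole mice reached the count (highest other 0 in both). No other split of the GMPs called a probeset, which fixes the shared count at 0, so these splits decide nothing about the shared genes beyond the GMP calls. The shared count was 0 without any 1 of 4 CMP samples (mCG-PR replicates 5113, 5115 and 5116 and WT replicate 4113).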

How the results depend on the processing

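Leaving out single samples from the clustering, the WT samples of single array runs in promyelocytes and neutrophils, the supervised clustering with limma probesets, and the lists of KLS cells by age and array run and of MEPs without 2 samples were added after seeing the data; the other alternatives were set before.

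The number of probesets called moved by more than 1.5 times under many settings, and the cause was not tested except where the setting itself gives it. The methods' test called 77 in SLAM cells, 56 in KLS cells, 171 in CMPs, 245 in GMPs, 24 in MEPs, 649 in promyelocytes and 188 in neutrophils; after Benjamini-Hochberg adjustment it called 0 in KLS cells, CMPs and GMPs, 65 in promyelocytes and 4 in neutrophils. Limma at an unadjusted p under 0.001 called 79, 280.0, 461, 618, 117, 839 and 591 in the same order. Without the filter on intensity, which adds probesets to the adjustment, limma called 0 in KLS cells, 2 in CMPs, 56 in GMPs, 5 in promyelocytes and 1 in neutrophils. A second quantile normalization gave 5 in promyelocytes. With 1 fit over all sorted groups, which pools the spread, it called 15087 in SLAM cells, 941 in CMPs, 1460.0 in GMPs, 59 in MEPs, 1485 in promyelocytes and 1950.0 in neutrophils. At gene level, with fewer tests, it called 4 in CMPs, 32 in GMPs and 6 in neutrophils. KLS cells gave 0 with the array run as a fixed block, 0 within 1 array run and 0 at 12 and 13 weeks only. Promyelocytes gave 1 with the array run as a random block, 11084 against the WT samples of the first run and 1 against those of the later runs; neutrophils gave 16293 and 2181.

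Same-numbered samples share only a number. Their deviations from the group means correlated at -0.0092 in SLAM cells, 0.024 in KLS cells, 0.032, 0.060 and -0.14 in promyelocytes and -0.036, -0.14 and -0.028 in neutrophils. With a replicate block limma called 2 probesets in KLS cells, 7742 in promyelocytes and 0 in SLAM cells and neutrophils. This setting keeps only samples whose number occurs in both genotypes, and in KLS cells only those of 13 weeks. In promyelocytes it keeps WT replicates 1 to 3, all of the first array run, against which limma called 11084 probesets without a block. The 7742 are thus not an effect of the block alone.

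Leaving out each sample in turn gave 0 to 37 probesets in KLS cells, 0 to 60 in CMPs, 35 to 155 in GMPs, 0 to 1 in MEPs and 0 to 465 in promyelocytes, and 0 throughout in SLAM cells and neutrophils. The genes called alike in CMPs and GMPs, 8, ranged from 0 to 8; they numbered 23 by the methods' test, 1 at gene level and 2 without the filter. The same probeset was called alike in both for 15 probesets, which belong to 5 genes (Atp6v0a1, Cdh1, Cpa3, Nt5e and Perp). By the methods' test 2 of the CMP or GMP genes changed the same way in promyelocytes and 15 in opposite ways. Genes whose genotype effect differed ranged from 0 to 115 in CMPs against MEPs (115 without WT CMP replicate 4111), from 4 to 31 in GMPs against MEPs and from 0 to 1 in promyelocytes against neutrophils (1 without WT neutrophil replicate 2); with probesets in place of genes they were 0 in CMPs against MEPs and 1 in CMPs against GMPs. The exact p of the clustering ranged from 0.0286 to 0.125 in KLS cells (0.0556 at gene level), from 0.0286 to 0.0857 in GMPs, from 0.0286 to 0.171 in MEPs and from 0.0357 to 0.143 in promyelocytes. The steps of Ctsg that passed, 5 of 14 comparisons, ranged from 0 to 5. The list shifts, 56, ranged from 49 to 61; they numbered 0 with an estimated correlation, 1 by fry, 53 by fry for either direction, 55 after a second quantile normalization and 48 without the genes of Table S7. With lists of KLS cells taken at 12 and 13 weeks only they numbered 52, with the array run as a block 54 and within 1 run 56, and with MEPs without mCG-PR replicates 5315 and 5316 52. The level steps, 97, ranged from 96 to 101, and 0 steps were called with opposite signs by the chosen probeset and the median of all. Without the filter 3 named genes changed sign: Gsdmc4 (-0.24) and Olfr1110 (-0.40) in promyelocytes and 4930443O20Rik (-0.093) in neutrophils. Replicates correlated at 0.382 in WT SLAM, 0.374 in mCG-PR SLAM and 0.134 in Ctsg KO arrays, and at 0.881 to 0.920 in WT KLS cells. The share of probesets at or above 200 was 27.2 to 27.8% in WT SLAM and 27.6 to 28.4% in WT KLS samples, and the cause of the low correlations was not tested.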

Differences from the paper's values

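The clustering with limma probesets, the clustering of SLAM and KLS samples together, the splits of whole mice and the comparisons with WT promyelocytes were chosen only after the results were seen; the other tests here were set before.

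The paper's counts of genes between WT and mCG-PR samples use an unadjusted p under 0.001 and a change of at least 2-fold, and the counts here use limma on log2 intensity with an adjusted p under 0.05 and at least 2-fold. The methods' test applies the paper's threshold to linear intensities; the paper's text does not name the scale. For each count, the alternatives set before the data were examined are given first where they fall within the paper's value and then where they do not; a count falls within it when neither is more than 1.5 times the other. In SLAM cells the paper's count is 69 genes and the count here 0. The methods' test (75) and limma unadjusted (67) fall within the paper's value; the methods' test adjusted, no filter, a second quantile normalization, gene level and the replicate block (0 each) and the fit over all sorted groups (6720.0) do not. In KLS cells the paper's count is 42 and the count here 4. The methods' test gave 51; the methods' test adjusted, no filter, the array run block, 1 array run and 12 to 13 weeks only gave 0, limma unadjusted 223, the second quantile normalization and all sorted groups 4, gene level 7 and the replicate block 2. In CMPs the paper's count is 129 and the count here 12. The methods' test gave 122, and the methods' test adjusted 0, limma unadjusted 256, no filter 2, second quantile normalization 14, all sorted groups 512 and gene level 4. In GMPs the paper's count is 151 and the count here 49. The methods' test gave 166, and the others in the same order 0, 312, 22, 56, 767 and 32. In MEPs the paper's count is 28 and the count here 0. The methods' test (24) and all sorted groups (32) fall within it, and limma unadjusted (99), the methods' test adjusted, no filter, second quantile normalization and gene level (0 each) do not. In promyelocytes the paper's count is 679 and the count here 19. The methods' test (538) and limma unadjusted (691) fall within it. The methods' test adjusted (63), no filter (5), second quantile normalization (5), all sorted groups (1112), gene level (18), the replicate block (3807) and the array run block (1) do not. The replicate block keeps only WT promyelocyte replicates 1 to 3, all of the first array run.

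Of these genes, those lower in mCG-PR samples number 38 in the paper and 0 here in SLAM cells; the methods' test and limma unadjusted (38 each) match it, all sorted groups (4313) and the other alternatives (0) do not. In KLS cells the paper's number is 18 and the number here 1; the methods' test gave 26, and limma unadjusted 89, second quantile normalization 1, all sorted groups 2, gene level 3, the replicate block 1 and the others 0. In CMPs it is 99 in the paper and 1 here; the methods' test (88) and limma unadjusted (128) fall within it, and the methods' test adjusted (0), no filter (0), second quantile normalization (1), all sorted groups (297) and gene level (1) do not. In GMPs it is 104 in the paper and 18 here; the methods' test gave 122, and the others 0, 204, 7, 17, 518 and 8 for the methods' test adjusted, limma unadjusted, no filter, second quantile normalization, all sorted groups and gene level. In MEPs it is 15 in the paper and 0 here; the methods' test gave 16, limma unadjusted 64, all sorted groups 7 and the others 0. In promyelocytes it is 9 in the paper and 3 here; gene level gave 9, and the methods' test 18, the methods' test adjusted 0, limma unadjusted 155, no filter 1, second quantile normalization 1, all sorted groups 306, the replicate block 1285 and the array run block 1. The paper lists 22 genes in both CMPs and GMPs and 8 were found here, 5 of them in Table S7 and 3 (Mmp8, Nt5e and Perp) not; the methods' test gave 23, and gene level 1, no filter 2 and second quantile normalization 9 do not reach it.

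For Ctsg between mCG-PR populations, the paper's p from its two-tailed test is 0.00026 from KLS cells to CMPs and 7.46e-05 here by a two-tailed test with equal variances on linear intensities, and 0.027 from GMPs to promyelocytes and 0.000392 here; the paper's text names neither the scale nor the form of the variance, and no alternative was set for this test. For single Cdh1 probesets of Tables S3 and S4 other than 4887066, all WT samples were below 200. Only a lower bound of the ratio of mCG-PR to WT can be given for these, and none is over 1.5 times the paper's ratio. A lower bound cannot show a ratio smaller than the paper's, so it does not tell whether the ratios match.

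Some statements of the paper differ from the values here. The clustering here took each population alone with average linkage; the paper clustered SLAM and KLS samples together in Spotfire for Fig. S5A, and its text does not name the linkage. The paper states that KLS samples segregated by genotype and SLAM samples did not; here the first split of the KLS samples did not follow genotype, although the distances did (exact p = 0.0317), and the SLAM samples split by genotype with a p that cannot pass. With SLAM and KLS samples clustered together, chosen after seeing the data, the 4 SLAM samples first parted from the 9 KLS samples, the KLS samples then split as before, and 1 WT SLAM sample parted from the other 3 SLAM samples, so that the SLAM samples did not split by genotype, as the paper states. The paper states that CMPs clustered by genotype; here the first split did not follow genotype (exact p = 0.0857). It states that GMPs clustered by genotype; here 1 mCG-PR GMP sample fell with the WT samples, while the distances followed genotype (exact p = 0.0286). It states that promyelocytes did not cluster by genotype; the first split here did not either, and the distances had an exact p of 0.0357. The paper states that genes of CMPs or GMPs did not separate MEPs by genotype. Here the methods' test's 171 CMP and 245 GMP probesets both did. In each case 3 of 35 splits of whole mice gave as large a distance difference, so that chance is not excluded, though the other splits chose fewer probesets. Limma's 28 CMP probesets, chosen after seeing the data, did not separate MEPs. They drop 125 of the 135 probesets of the paper's CMP table that carry 1 gene symbol here. The paper states that the 22-gene pattern is absent from the leukemias; here all 22 genes had the direction of Table S7 against WT GMPs, with Lpcat2 (0.034) and Mtap (-0.19) near 0, but 20 of 22 had it in WT promyelocytes too, and against WT promyelocytes the leukemias had it for 16 of 22. These comparisons are untested, and they cross array runs for WT GMPs and, in part, for WT promyelocytes. They do not show the pattern of mCG-PR cells in the leukemias. Those with WT promyelocytes were chosen after seeing the data. The paper states that Flt3 declined during myeloid maturation, and here Flt3 fell from KLS cells to CMPs and from promyelocytes to neutrophils. Flt3 was higher in promyelocytes than in GMPs here, a step that cannot be told apart from the array run. The paper names Notch1 among the most changed genes of KLS cells. Here the Notch1 probeset had an adjusted p of 0.0557 by limma, and the methods' test called it. It names Ccnh among the genes lower in CMPs; here its probeset was lower with an adjusted p of 0.214 by limma, and the methods' test called it.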

Other observations

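The comparisons between array runs and the list counts in the Ctsg KO arrays were chosen only after the results were seen; the other tests here were set before.

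The paper lists no genes for neutrophils. In mCG-PR neutrophils, genes of the interferon response had higher values, and genes of red cells, of macrophages that support red cell precursors, of ribosomes and of B cells lower values than in WT neutrophils. Of 17 interferon response genes 15 were positive and 9 were higher when adjusted over the list alone, among them the interferon-induced genes Ifit1 (log2 change 2.38), Ifit3 (1.92) and Ifit2 (1.39). The list rose by camera (adjusted p = 2.53e-11, and adjusted p = 0.549 with an estimated correlation). All 19 erythroid genes were negative, and 10 were lower over the list alone, among them Alas2 (-2.36), Slc4a1 (-2.29) and Rhag (-2.21); the list fell (adjusted p = 2.86e-08, and adjusted p = 0.549 with an estimated correlation). Macrophage genes fell (10 of 11 negative, 3 lower over the list alone, adjusted p = 0.00258, and 0.549 as the adjusted p with an estimated correlation), with the complement gene C1qb at -1.87, Cd5l at -1.75 and the adhesion molecule Vcam1 at -1.05. Ribosomal protein genes fell (15 of 16 negative, 4 lower and 1 higher over the list alone, adjusted p = 9.09e-04, and adjusted p = 0.570 with an estimated correlation), with Rplp0 at -1.91 and Rpl6 at -1.36. Mature neutrophil genes rose (17 of 21 positive, none over the list alone, adjusted p = 0.00155, and adjusted p = 0.549 with an estimated correlation), with Csf3r, the receptor for granulocyte colony-stimulating factor, at 0.76. B cell genes fell (10 of 13 negative, none over the list alone, adjusted p = 0.0270, and adjusted p = 0.658 with an estimated correlation), a call lost without WT neutrophil replicate 2 (0.340), 3 (0.125) or 4 (0.0915) or mCG-PR neutrophil replicate 2 (0.0968). The other 5 lists kept their call without any 1 sample.

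With gene values limma called 6 genes in neutrophils. The immunoglobulin heavy chain gene Igh-3 read 146 in WT and 1143 in mCG-PR samples (log2 change 2.99, SE 0.28, adjusted p = 0.00489), and 4930443O20Rik had a log2 change of 1.55 (adjusted p = 0.0440, at least 2.40-fold). Fabp4, a fatty acid binding protein of fat cells and macrophages, had a log2 change of -3.41 (SE 0.30, adjusted p = 0.00489, at least 1.62-fold), AW146242 of -2.92 (at least 2.02-fold), Ibsp of -2.80 (adjusted p = 0.0440, at least 1.06-fold) and Rpl4 of -1.56 (at least 1.49-fold). None of the 6 passed without mCG-PR neutrophil replicate 2 or 3, where the adjusted p of Igh-3 and of Fabp4 was 0.0602 and 0.0585. Of the 6, 2 passed without mCG-PR replicate 1, 4 without WT replicate 1 or 2 and 3 without WT replicate 3 or 4. The genotypes share no array run here, and the 4 WT samples lie in 2 runs. Between these 2 sets of WT samples limma called 20001 probesets. The median log2 difference of the interferon response list was 0.031 between the sets of WT samples, 1.08 between mCG-PR samples and the first WT set and 0.88 between mCG-PR samples and the later WT set. That of the erythroid list was -0.98, -1.53 and -0.63 in the same order, that of the ribosomal protein list -0.74, -0.78 and -0.12, and that of the macrophage list -0.25, -0.78 and -0.53. For mature neutrophil genes it was -0.20, 0.01 and 0.23, and for B cell genes 0.08, -0.23 and -0.85. Sex-linked transcripts differed too: Xist read 567 ± 688 in WT and 2483 ± 205 in mCG-PR neutrophils, and Eif2s3y 421 ± 482 and 10.4 ± 1.07. The medians of the sex-linked list were 2.30, -0.24 and -2.58 in the same order, so run and sex cannot be told apart between the sets of WT samples.

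Murine Rara, the counterpart of the human gene fused to PML, did not pass limma in any of the 7 populations; its log2 difference in KLS cells was 0.13 (adjusted p = 0.786). Of the 24 gene lists, those of Hoxa and Meis genes, the Notch pathway, p53 targets and retinoic acid signalling shifted in none of the 7 populations by camera, with the lowest adjusted p, 0.0509, for Hoxa and Meis genes in SLAM cells. In the 2 Ctsg KO arrays, 12 of 23 stem cell genes were below every WT and mCG-PR KLS array, and 11 of 15 B cell genes were above every one. Across genes, which are not independent, the log2 differences between genotypes had a correlation of 0.292 between GMPs and MEPs, 0.210 between CMPs and MEPs and 0.244 between promyelocytes and neutrophils.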
